# 3,4,5-Tricaffeoylquinic acid induces adult neurogenesis and improves deficit of learning and memory in aging model senescence-accelerated prone 8 mice

**DOI:** 10.18632/aging.101748

**Published:** 2019-01-17

**Authors:** Kazunori Sasaki, Julie Davies, Noelia Geribaldi Doldán, Sayo Arao, Farhana Ferdousi, Francis G. Szele, Hiroko Isoda

**Keywords:** TCQA, SAMP8, spatial learning and memory, neurogenesis, BMP signaling

## Abstract

Caffeoylquinic acid (CQA) is a natural polyphenol with evidence of antioxidant and neuroprotective effects and prevention of deficits in spatial learning and memory. We studied the cognitive-enhancing effect of 3,4,5-tricaffeoylquinic acid (TCQA) and explored its cellular and molecular mechanism in the senescence-accelerated mouse prone 8 (SAMP8) model of aging and Alzheimer’s disease as well as in human neural stem cells (hNSCs). Mice were fed with 5 mg/kg of TCQA for 30 days and were tested in the Morris water maze (MWM). Brain tissues were collected for immunohistochemical detection of bromodeoxyuridine (BrdU) to detect activated stem cells and newborn neurons. TCQA-treated SAMP8 exhibited significantly improved cognitive performance in MWM compared to water-treated SAMP8. TCQA-treated SAMP8 mice also had significantly higher numbers of BrdU+/glial fibrillary acidic protein (GFAP+) and BrdU+/Neuronal nuclei (NeuN+) cells in the dentate gyrus (DG) neurogenic niche compared with untreated SAMP8. In hNSCs, TCQA induced cell cycle arrest at G0/G1, actin cytoskeleton organization, chromatin remodeling, neuronal differentiation, and bone morphogenetic protein signaling. The neurogenesis promoting effect of TCQA in the DG of SAMP8 mice might explain the cognition-enhancing influence of TCQA observed in our study, and our hNSCs in aggregate suggest a therapeutic potential for TCQA in aging-associated diseases.

## INTRODUCTION

Aging and associated neurodegenerative conditions are a serious social problem. The United Nations report that the population aged > 60 years numbered 962 million in 2017 comprising 13% of the global population and is projected to be 2.1 billion in 2050. In addition, the number of the “oldest-old” (>80 years old) is expected nearly to triple by 2050 [1]. With a rapidly increasing aging population, the prevalence of age-related neurodegenerative disorders, such as Alzheimer’s disease (AD), is expected to rise dramatically in the next few decades. Yet, no current therapies effectively treat or cure AD. Amyloid beta (Aβ) aggregation forming senile plaques and accumulation of tau in neurofibrillary tangles characterize AD. These changes lead to neuronal and synaptic loss [2] as well as, excitotoxicity, oxidative stress and apoptosis [3]. Neuroinflammatory microglial activation is also important in the development of AD pathology [4]. All these pathophysiological mechanisms of AD are crucial for choosing an appropriate animal model. The senescence-accelerated mouse prone 8 (SAMP8) mice are considered as a good model for AD research as they exhibit inflammation, vascular impairment, gliosis, increased oxidative stress, Aβ accumulation, and tau hyperphosphorylation, accompanied by deterioration in memory and learning [5, 6]. A novel treatment approach of AD and other neurodegenerative diseases is to promote neuronal replacement in the affected tissue by stimulating neural stem cells (NSCs) and neural progenitor cells (NPCs) in the neurogenic niches.

Recent studies show that several natural polyphenols could promote neurogenesis and are preferable over currently used synthetic drugs for the treatment of neurodegenerative diseases as they are regarded as safe to use with fewer unwanted side effects. Caffeoylquinic acid (CQA) is one of the phenylpropanoids found abundantly in coffee beans, sweet potatoes, and propolis [7]. We have previously reported that CQAs has neuroprotective effects and activated ATP production due to its strong antioxidative effects in vitro and in vivo [8–10]. Our previous findings showed that administration of CQA-rich purple sweet potato extract could induce overexpression of proteins related to antioxidant, energy metabolism, and neuronal plasticity in the brains of SAMP8 mouse [10]. Furthermore, among CQA derivatives, 3,4,5-tricaffeoylquinic acid (TCQA) has the highest ability to increase ATP production in human neuroblastoma SH-SY5Y cells [9]. Taken together, we have hypothesized that TCQA might promote neurogenesis of NSCs and enhance neuronal plasticity due to its antioxidative and neuroprotective effects.

In the present study, we have performed in vivo experiments that postulate TCQA as a new natural therapeutic compound for the treatment and prevention of age-related diseases. We also have evaluated the effects of TCQA on fate determination of human NSCs (hNSCs), on oxidative stress, and in cell cycle regulation. Furthermore, we have performed a global gene expression profiling using DNA microarrays to elucidate the neurogenesis-promoting effects of TCQA.

## RESULTS

### TCQA improved spatial learning and memory of SAMP8 mice

To evaluate the effect of TCQA on spatial learning and memory in SAMP8 mice, the Morris water maze (MWM) test was employed. MWM is a widely used tool to assess spatial learning and memory in rodents. In the MWM, the animal is placed on a platform concealed under the surface of the water in the pool. The swimming time each mouse takes to swim to the platform indicates how quickly it can recall the location of the platform. To assess the effect of TCQA on spatial learning and memory, we measured the swimming time of the mice to reach the platform. As shown in Figure 1A, the escape latency time of TCQA-treated SAMP8 mice was significantly decreased compared to water-treated SAMP8 mice from 4^th^ to 7^th^ day training. On the other hand, there was no difference in the escape latency between SAMR1 mice and TCQA-treated SAMP8 mice.

**Figure 1:**
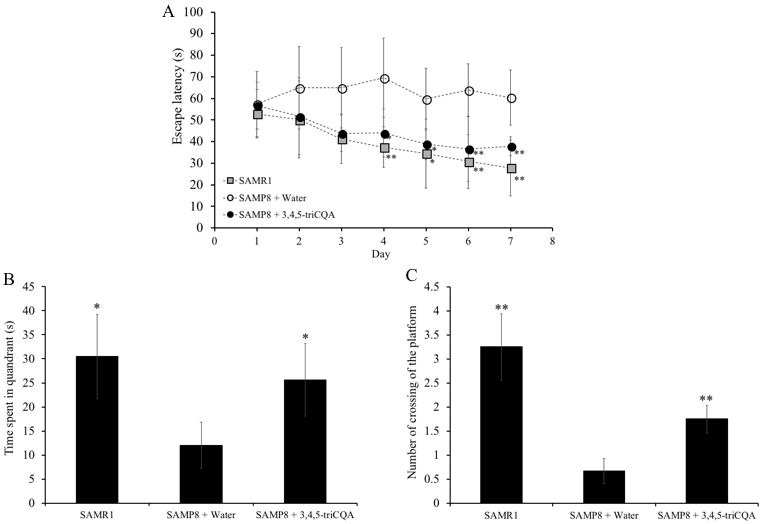
**Effect of ethanol extract of 3,4,5-triCaffeoylquinic acid (TCQA) on the spatial learning and memory as determined by escape latency of senescence-accelerated resistant mouse 1 (SAMR1) mice, senescence-accelerated prone mouse 8 (SAMP8) mice and SAMP8 TCQA-treated group determined by Morris water maze test (A).** Effect of ethanol extract of TCQA on the time spent in the target quadrant (**B**). Effect of ethanol extract of TCQA on numbers of crossings of platform by SAMR1 untreated and SAMP8 treated or untreated mice (**C**). * P < 0.05, ** P < 0.01 Compared with SAMP8 + water group.

Figure 1B and 1C show that the time spent in the target quadrant and the numbers of time the mouse crossed the platform were significantly lower in the water-treated SAMP8 group compared to both the TCQA-treated SAMP8 group and the water-treated SAMR1 group. However, no difference was observed in the occupancy and crossing of the target quadrant between the TCQA-treated SAMP8 group and the water-treated SAMR1 group.

### TCQA stimulates stem cells and increases neurogenesis in the dentate gyrus of SAMP8 mice

To study the effects of TCQA on NPC proliferation, we performed immunohistochemical detection of BrdU+ cells found in the dentate gyrus (DG) and the subventricular zone (SVZ) of SAMR1 mice and TCQA-treated and control SAMP8 mice. We also performed immunohistochemistry for the astrocytic marker GFAP and the neuronal marker NeuN. Cells that co-expressed BrdU and GFAP (BrdU+/GFAP+ cells) were identified as stem cells and cells that expressed BrdU+/NeuN+ were identified as newborn neurons. Both the numbers of BrdU+/GFAP+ cells and BrdU+/NeuN+ cells were significantly increased in TCQA-treated SAMP8 mice compared to untreated SAMP8 mice indicating that TCQA induced activation of NSC and increased the rate of neurogenesis in the anterior DG (Figure 2A–2C). In contrast, there was no significant change in the number of BrdU+/GFAP+ cells in the posterior DG (Figure 2E). TCQA treatment, however, did increase the number of BrdU+/NeuN+ cells in the posterior DG. These results suggest that increased hippocampal neurogenesis could be related to the improvement in learning and memory observed in MWM (Figure 1).

**Figure 2:**
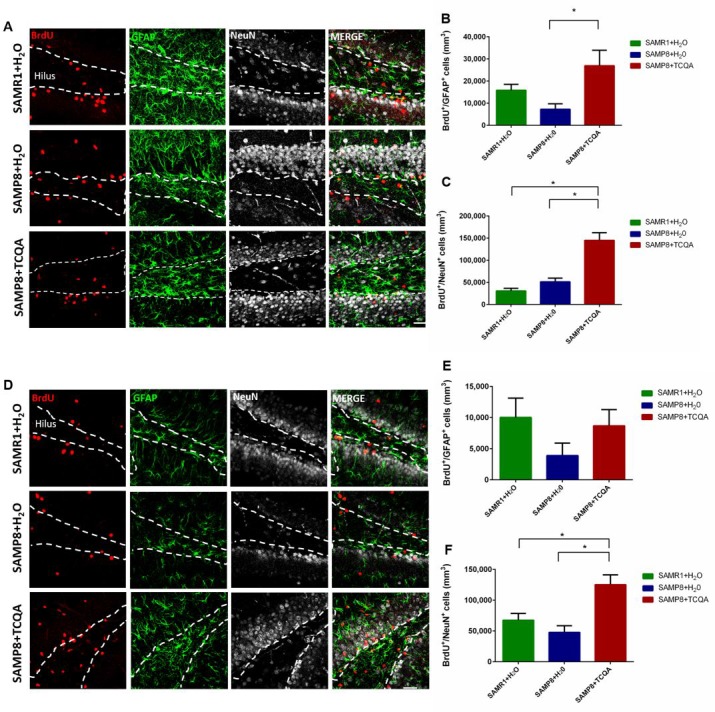
**Effect of oral administration of 3,4,5-triCaffeoylquinic acid (TCQA) on anterior (A–C) and posterior (D–F) DG stem cell activation and neurogenesis.** SAMP8 mice were administrated with TCQA (5 mg/kg) for 30 days. Photomicrographs show adult mouse brain in coronal sections containing the anterior (**A**) and posterior (**D**) DG processed for immunohistochemical detection of proliferating BrdU+ cells (red) and GFAP, a protein expressed by stem cells in the DG (green). Graphs represents the number of BrdU+ cells that co-express GFAP in anterior (**B**) and posterior (**E**) DG. Graphs represent the number of BrdU+ cells that co-express the mature neuronal marker NeuN in the anterior (**E**) and posterior (**F**) DG. Each bar represents the mean ±SEM * p < 0.05, ** p < 0.01 vs. SAMP8+TCQA group.

The SVZ neurogenic niche is not involved in spatial memory and can exhibit different molecular regulation compared to the DG (Figure 3). Unlike the anterior DG, no significant difference was found in the number of BrdU+/GFAP+ cells in the SVZ among the three groups of mice (Figure 3B). However, the total number of BrdU+ cells in the SVZ was significantly increased in TCQA-treated SAMP8 mice compared to Water-treated SAMR1 mice (Figure 3C).

**Figure 3:**
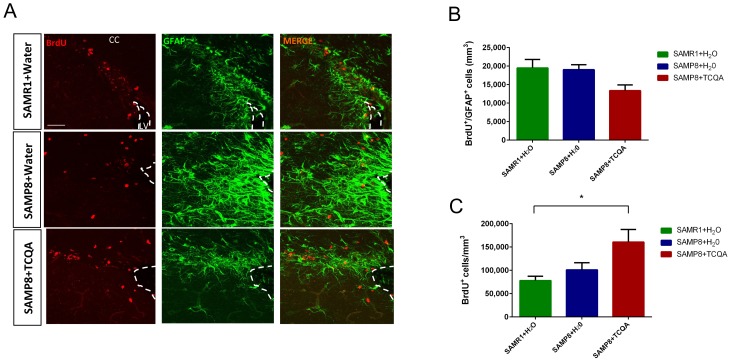
**Effect of oral administration of 3,4,5-tricaffeoylquinic acid (TCQA) on subventricular zone (SVZ) proliferation.** SAMP8 mice were administrated with TCQA (5 mg/kg) for 30 days (**A**) Photomicrograph shows adult mouse brain coronal sections containing the SVZ processed for immunohistochemical detection of proliferating BrdU^+^ cells (red) and GFAP+ (green), an astrocyte marker found in SVZ NSC. (**B**, **C**) Graphs represent the number of BrdU+/GFAP+ and BrdU^+^ cells, respectively in the different treatment groups.

### TCQA increased cell viability of hNSCs

To evaluate the cytotoxicity of TCQA on hNSCs, cell viability was examined using the 3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyltetrazolium bromide (MTT) assay (Figure 4). The hNSCs were treated with increasing concentrations of TCQA (1, 5, 10, and 20 μM) in differentiation medium for 24, 48, 72, and 96 h. TCQA increased cell viability in a dose-dependent manner at all treatment times compared to corresponding controls (Figure 4). Cells treated with 20 μM of TCQA showed slightly less viability than the cells treated with 10 μM of TCQA at 72 h.

**Figure 4:**
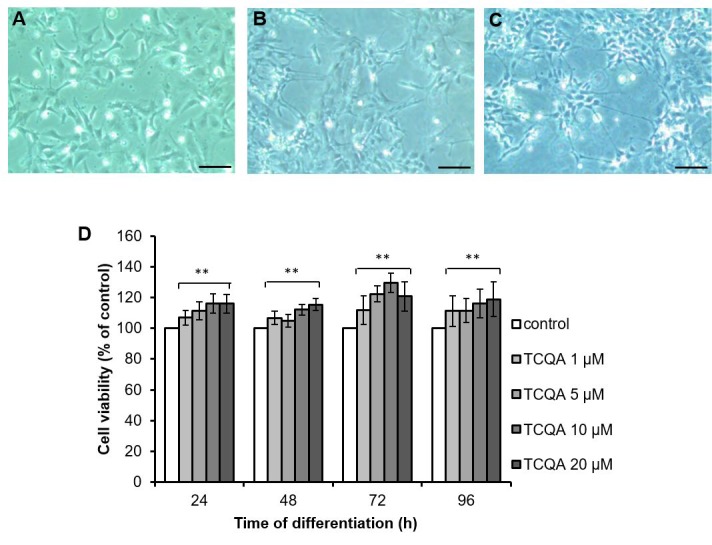
**The effect of 3,4,5-triCaffeoylquinic acid (TCQA) on cell viability of human neural stem cells (hNSCs).** hNSCs in undifferentiated state (**A**), induced differentiation for 96 h (**B**) and induced differentiation and treated with TCQA for 96 h (**C**). Time after differentiation, hNSCs were treated with TCQA (1, 5, 10, 20 μM) for 24, 48, 72, and 96 h (**D**). After the treatment, cell viability was measured by MTT assay. Data was set as % of control. Data were presented as mean ± SD. ** P < 0.01 Compared with control group.

### TCQA promoted multilineage differentiation of hNSCs

It is known that hNSCs decide their fate within 24 h of induction of differentiation and differentiate into three kinds of cells; neuron, oligodendrocyte, and astrocyte, within three days [11]. We performed immunocytochemistry and western blotting using differentiation markers of three kinds of cells: β3-tubulin for neurons, MBP for oligodendrocytes and GFAP for astrocytes. Before immunocytochemistry and western blotting, we evaluated the cytotoxicity of TCQA (1–20 μM) on hNSCs by MTT assay. TCQA showed increased cell viability in a dose-dependent manner compared to corresponding control cells at 24h–96h (Figure 4). Immunocytochemistry showed that both control and TCQA-treated cells could differentiate into all lineages (Figure 5A–5C). However, TCQA substantially increased protein levels for all three differentiation markers. Compared to control cells, TCQA-treated cells showed significant increase in β3-tubulin expression at 24 h and 96 h of treatment (Figure 5D), and in MBP expression at 48 h and 96 h of treatment (Figure 5E) compared with those of in control cells. TCQA-treated cells also showed the increasing tendency in GFAP expression at 48 h and 96 h of treatment (Figure 5F). Glial differentiation takes place after neuronal differentiation. Furthermore, imaging by confocal laser scanning microscope suggested that TCQA treatment increased neurite length compared to the control condition (Figure 5A). It is known that β3-tubulin is expressed in both cell bodies and neurites (axons and dendrites) [12]. TCQA increased the expression of β3-tubulin in cell bodies at 24 h and 48 h. Then, both control and TCQA-treated cells extended neurites at 72 h. Finally, at 96 h, TCQA-treated cells showed longer neurites similar to axons. These results correspond with the protein expression by western blotting (Figure 5D). Both control and CQA-treated cells showed very low expression of MBP and GFAP compared to the expression of β3-tubulin (Figure 5B and 5C).

**Figure 5:**
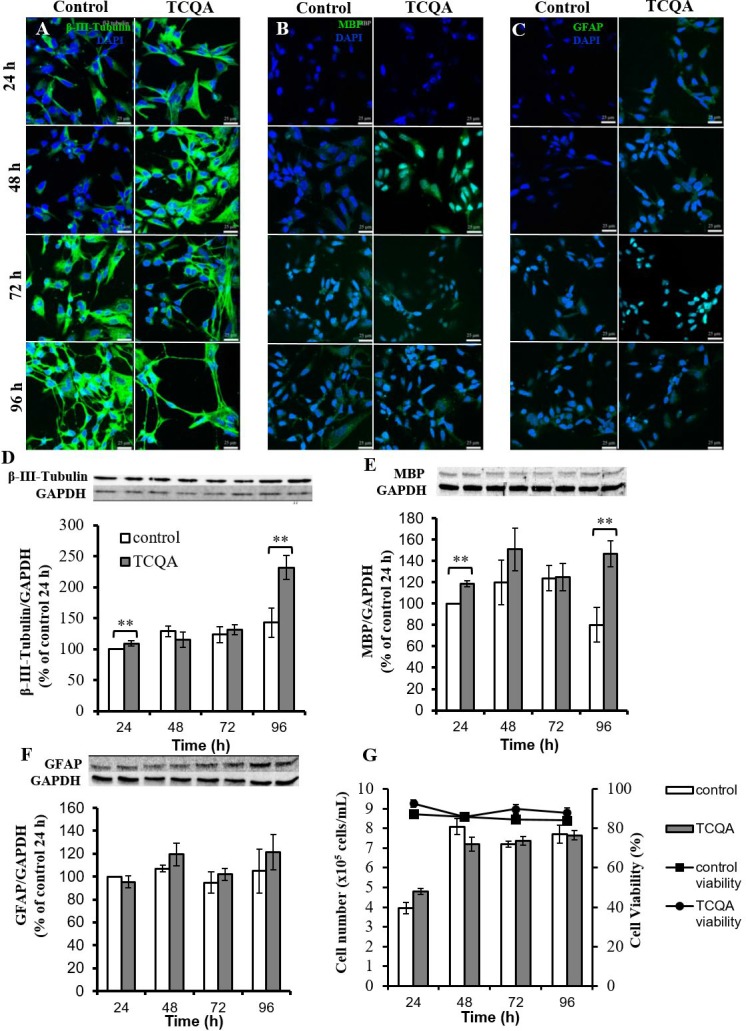
**The effect of 3,4,5-tricaffeoylquinic acid (TCQA) on fate, protein expression levels of differentiation markers, and cell proliferation of human neural stem cells (hNSCs).** Three differentiation markers (β3-tubulin: neuron, myelin basic protein (MBP): oligodendrocyte, glial fibrillary acidic protein (GFAP): astrocyte) were used. hNSCs were treated with differentiation medium with or without 10 μM TCQA. Expression levels of each differentiation marker were observed using confocal microscopy. Immunofluorescence images demonstrating the expression of β3-tubulin (**A**), MBP (**B**), and GFAP (**C**). hNSCs were treated with differentiation medium with or without 10 μM TCQA for 24 - 96 h. The expression level of each differentiation marker was determined by western blotting. Immunopositive bands of β3-tubulin (**D**), MBP (**E**), and GFAP (**F**) were quantified and expressed as a normalized value compared to glyceraldehyde-3-phosphate dehydrogenase (Gapdh). The cell number and cell viability were measured by ViaCount assay (**G**). * P < 0.05, ** P < 0.01 significance compared with control group.

TCQA increased protein expression levels of all differentiation markers. There are two possibilities for this; first, TCQA promoted differentiation of hNSCs and second, TCQA promoted cell proliferation of hNSCs. To verify these two theories, we performed ViaCount assay to count cell number. hNSCs were treated with or without TCQA in differentiation medium for 24–96 h. In both untreated control and TCQA-treated groups, cell numbers were increased at 48 h compared to 24 h. However, no change was observed in the number of cells after 48h. There was also no significant difference in number of cells between control and TCQA-treated groups at any treatment time (Figure 5G). Additionally, cell viability was not changed at any treatment time in both control and TCQA-treated groups.

### TCQA induced G0/G1cell cycle arrest

Cell cycle regulation is closely related to neurogenesis. It is well established that the G0 phase is related to neuronal differentiation [13]. Some G0/G1 cell cycle regulators, such as tumor suppressor protein p53 (p53), induce G0/G1cell cycle arrest and act as transcriptional factors modulating proneural gene expression. To investigate whether TCQA affects hNSCs cell cycle, we performed a cell cycle assay. hNSCs were treated with growth medium or differentiation medium with or without TCQA for 24 h. In undifferentiated hNSCs, TCQA treatment significantly increased the percentage of G0/G1 phase cells (P = 0.02) while S phase cells showed a significant decrease (P = 0.007). Differentiated hNSCs included more cells existing in the G0/G1 phase than the undifferentiated ones. Moreover, in differentiated hNSCs, TCQA increased the ratio of cells existing in G0/G1phase compared to control (Figure 6A and 6B). Next, we considered the expression of cell cycle regulator p53.

**Figure 6:**
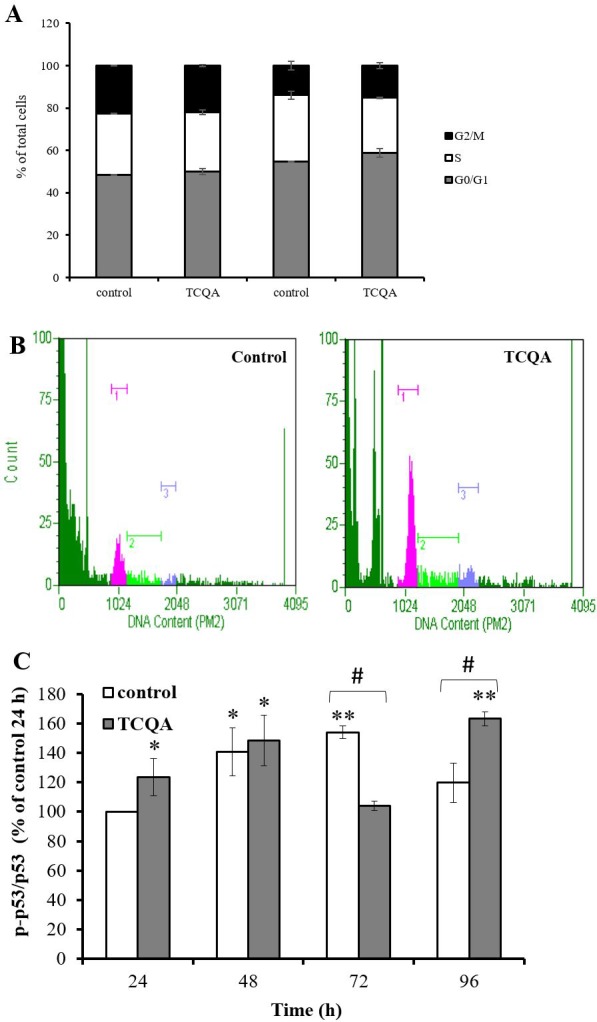
**The effect of 3,4,5-tricaffeoylquinic acid (TCQA) on cell cycle and phosphorylation of tumor protein p53 in human neural stem cells (hNSCs).** Cell cycle was determined by labeling cellular DNA. hNSCs were treated with growth medium or differentiation medium with or without 10 μM TCQA for 24 h. (**A**) Ratio of each cell cycle phase as a percentage of total cells. (**B**) The histograms show the cells in G0/G1 (pink peak on left), S (green center peak) and G2/M (blue peak on right). (**C**) hNSCs were treated with growth medium or differentiation medium with or without 10 μM TCQA for 24 - 96 h. Data was set as % of undifferentiated control. Data were presented as mean ± SD. * P < 0.05, ** P < 0.01 Compared with undifferentiated control cells. # P < 0.05 significance by student’s t test.

Phosphorylation of serine 15 in human p53 is an important regulator of G0/G1 cell cycle arrest. Phosphorylated p53 can activate p21, a cyclin-dependent kinase (CDK) inhibitor 1, or CDK-interacting protein 1 and p21 inhibits G1/S transition by binding directly to cyclin-CDK complexes. We measured phosphorylation of p53 by western blotting. Phosphorylation of p53 was significantly increased in TCQA-treated cells at 24, 48 and 96 h and decreased at 72 h compared to control cells (Figure 6C).

### TCQA affected intracellular Ca^2+^ levels, mitochondrial function, and intracellular reactive oxygen species (ROS) levels during early differentiation

Removal of growth factors initiates differentiation by inducing several early events. Firstly, Ca^2+^ is released from the endoplasmic reticulum into the cytoplasm in the absence of growth factors. Elevated Ca^2+^ levels in mitochondria increase oxidative phosphorylation to produce reactive oxygen species (ROS), which in turn activate signaling pathways related to neurogenesis. Thus, Ca^2+^ is considered a crucial initial factor of differentiation after removal of growth factors. We, therefore, investigated whether TCQA affects Ca^2+^ levels. After 1 min of TCQA treatment in undifferentiated cells, intracellular Ca^2+^ levels were significantly increased compared with undifferentiated controls (Figure 7A). TCQA-treated undifferentiated cells also showed slightly higher Ca^2+^ levels compared with undifferentiated control, but not higher than differentiation without TCQA, suggesting that it is the differentiation but not the TCQA that causes increased Ca^2+^. After 3 min of treatment, the intracellular Ca^2+^ levels were decreased in the TCQA treatment group compared with 1 min of TCQA treatment, suggesting that the elevated Ca^2+^ was transported to the mitochondria. After that, the decreased Ca^2+^ levels were gradually restored to baseline (Figure 7A).

**Figure 7:**
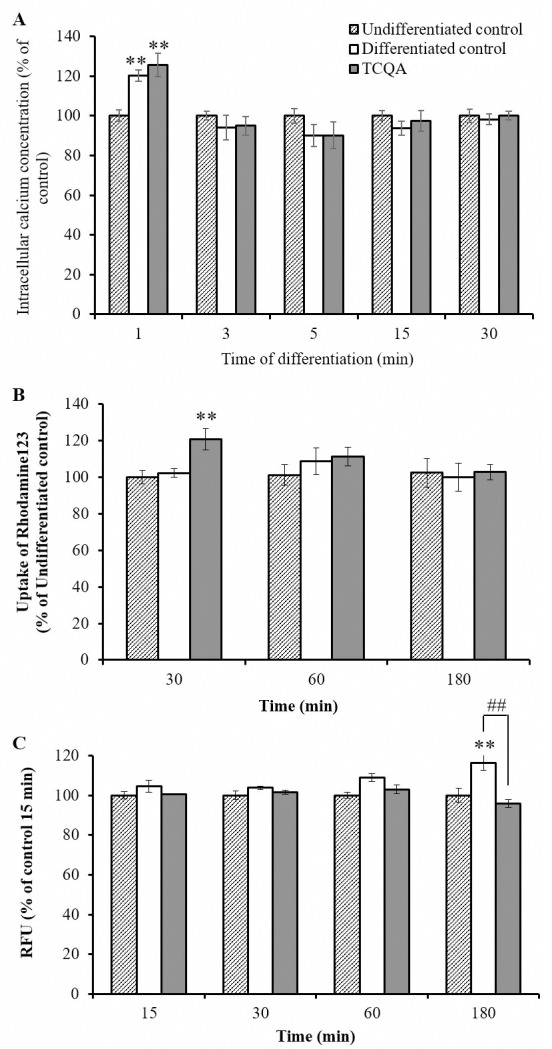
**The effect of 3,4,5-triCaffeoylquinic acid (TCQA) on intracellular Ca^2+^ levels, mitochondrial function, and intracellular reactive oxygen species (ROS) levels at very early phase of human neural stem cell (hNSCs) differentiation.** hNSCs were pre-treated with Fluo4 AM for 30 min followed by treatment with growth medium or differentiation medium with or without TCQA 10 μM for 1–30 min. Time after differentiation and TCQA treatment, intracellular Ca^2+^ level was detected by measurement of fluorescence intensity (**A**). hNSCs were treated with growth medium or differentiation medium with or without 10 μM TCQA for 30–180 min. TCQA was treated with rhodamine 123 and detected mitochondrial function by measuring the fluorescence intensity (**B**). Intracellular ROS levels were detected by measuring fluorescence intensity of DCF oxidized by ROS. hNSCs were pre-treated with DCFH-DA for 1 h followed by treatment with growth medium or differentiation medium with or without 10 μM TCQA for 15–180 min (**C**). Data was set as % of undifferentiated control. Data were presented as mean ± SD. * P < 0.01, ** P < 0.01 Compared with undifferentiated control cells.

After Ca^2+^ is transported to mitochondria, mitochondrial oxidative phosphorylation is activated. Mitochondrial oxidative phosphorylation uses proton concentration gradients between the inner and outer membranes of this organelle as driving power. The mitochondrial membrane potential (MMP) reflects this proton concentration gradient. Therefore, we investigated whether TCQA can affect mitochondrial oxidative phosphorylation by measuring the MMP. hNSCs were treated in a growth medium or a differentiation medium without (control) or with TCQA for 30–180 min. It was previously reported that removal of growth factors could activate mitochondrial oxidative phosphorylation in 30–180 min. After 30 min of the treatment, TCQA significantly increased MMP compared to both undifferentiated and differentiated controls. And, these increased MMP levels were restored to baseline after 60 and 180 min of TCQA treatment (Figure 7B).

TCQA is known to have high antioxidative activity, so there is a possibility that TCQA can reduce cellular oxidative stress by inducing differentiation. hNSCs were treated in a growth medium or a differentiation medium without (control) or with TCQA for 30–180 min. After 180 min of the treatment, TCQA significantly decreased intracellular ROS levels compared with differentiated controls (Figure 7C). However, there was no significant difference in ROS levels between undifferentiated and differentiated controls.

### TCQA affects gene expression during differentiation

We observed differences in protein expression of differentiation markers at 24h (Figure 8A–8C). We also found that hNSCs treated with TCQA could differentiate into more committed lineages than control NSCs. Numerous stemness-related genes are responsible for maintaining the undifferentiated state of NSCs. When differentiation is induced by growth factor withdrawal, decreased expression of stemness gene and increased expression of NSC fate-promoting genes can be observed. 

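Global expression was read from 4 Affymetrix 3' IVT arrays of hNSCs, a neural stem cell line derived from H9 human embryonic stem cells. Cells were kept for 24 h in differentiation medium, which lacks the growth factors that hold them undifferentiated, with 10 µM TCQA (2 arrays) or without it (2 arrays). The sources used here do not say that replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical, and the number of arrays limits the precision. The authors summarised probes into probe sets by RMA in Partek software, which corrects background, sets all arrays to one distribution of intensities and gives log2 values. The deposited values covered 49293 probe sets, controls left out, and lay between 1.33 and 12.38, with array medians of 3.98 and 3.98 on the TCQA-labelled arrays and 3.98 and 3.99 on the control-labelled ones. From these values, 1 probe set per gene was taken, the one with the highest mean, which gave 18239 genes, and the groups were compared with limma. Arrays of one replicate number resembled each other across groups, with correlations across probe sets of 0.998 for both numbers, while the 2 TCQA-labelled arrays correlated at 0.980 and the 2 control-labelled arrays at 0.981. The first principal component, with 90.0% of the variance, separated the replicate numbers, so many differences are also given within each replicate number. Every difference below is the TCQA-labelled mean minus the control-labelled mean. For most genes that the paper lists, this difference ran opposite to the direction the study reports, while the study's β3-tubulin protein and its share of cells in G0/G1 were both higher with TCQA. With the sign turned, 34 of 51 measured genes had a probe set within 0.05 log2 units of the paper's value. As labelled, 1 gene did. The array labels, or the direction of the paper's ratio, may have been exchanged, and the arrays cannot say which. A direction given below thus need not be that of TCQA treatment.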

We, therefore, evaluated the effect of TCQA on global gene expression in hNSCs during differentiation at 24h. 

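Differences between the array groups were small, and no gene passed an adjusted p of 0.05 in limma. TFRC, the transferrin receptor that takes up iron, had the largest difference at 0.84 log2 units (standard error 0.08), with 0.84 and 0.85 in replicates 1 and 2. CDKAL1, a tRNA-modifying enzyme, followed with 0.57 (0.29 and 0.85). Among genes whose arrays did not overlap between the groups, the lowest were ARPC1B, a subunit of the actin-branching Arp2/3 complex, with -0.46 (-0.09 and -0.84), the lipid transfer protein OSBPL10 with -0.42 (-0.32 and -0.52), and the histone demethylase KDM4A with -0.40 (-0.42 and -0.39). OSBPL10 had group means below the median of all probe sets (3.99). BMP4, a BMP ligand, had -0.36 (-0.47 and -0.25), and HMOX1, the heme-degrading enzyme heme oxygenase 1, had -0.35 (-0.21 and -0.48). At an unadjusted p under 0.05, limma gave 57 genes of 18239, where chance gives about 912 if replicate numbers play no part. Arrays simulated with the replicate difference that both groups share gave 117 among unchanged genes. With replicate number as a block, limma gave 964 genes and again none at an adjusted p under 0.05, the lowest being 0.78. The methods' t-test gave 501 genes at the threshold of the methods and none after adjustment. On simulated arrays of this design, the fit without the block called none of 50 genes changed 4-fold, and the fit with it called 50 of 50 at 4-fold, 38 of 50 at 2-fold and 3 of 50 at 1.5-fold. Without the block a gene could thus hardly pass over all genes. A failure to pass limma's test there, here and below, says little about a gene. The simulated arrays held 200 changed genes at once, where the deposited values held 1 gene at 1.5-fold or more. With so few changed genes the adjustment is stricter, so the rates with the block do not carry over. TFRC had a p of 0.00015 in limma with the block and still an adjusted p of 0.78. A failure with the block thus says little about a gene either. Across genes, which are not independent replicates, the differences of the 2 replicates correlated at 0.05.

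**Figure D1:**
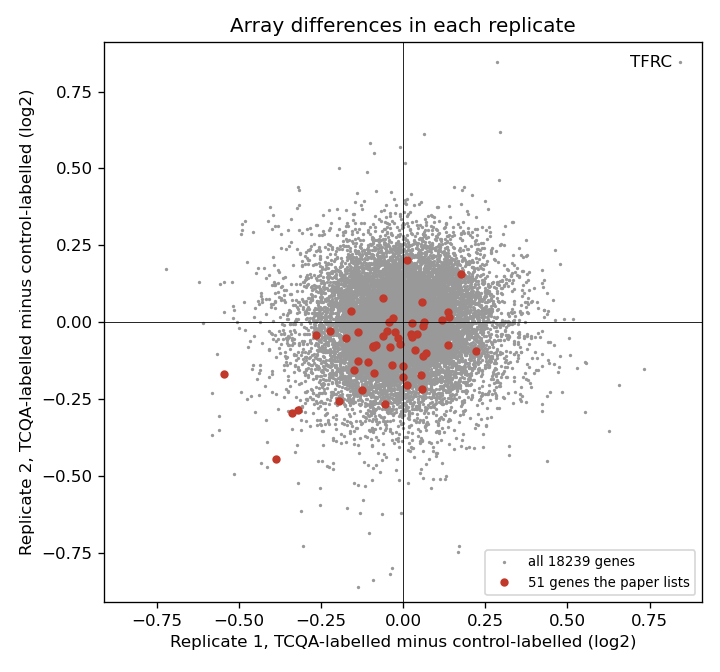
Difference between the TCQA-labelled and the control-labelled array (log2) in replicate 1 on the horizontal axis and in replicate 2 on the vertical axis, for 18239 genes (gray points) and the 51 measured genes that the paper lists (red circles). TFRC stands apart at 0.84 and 0.85.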

We repeated DNA microarray for three times and focused on genes whose expression was consistently altered in all three experiments. We classified genes into four functional groups highly relevant for neurogenesis: actin cytoskeleton (Supplementary Table 1), chromatin remodeling, neuronal development, and cell cycle-related genes (Table 1). 

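Of the 55 genes for which the paper states a fold change, 51 were measured by probe sets of their own. No gene of the 4 functional groups passed limma's test, over all genes or adjusted over the list alone. The 13 chromatin remodeling genes had a median difference of -0.04, with 9 below 0. RUNX1T1, a transcriptional corepressor, had -0.30 and SPEN, another corepressor, -0.23. The cell cycle group holds 6 measured genes that the paper lists as increased, all below 0, and 7 listed as decreased, 5 of them above 0, so a test of one direction says little about it. Among its genes were RSF1, a subunit of a nucleosome remodeling factor, at -0.41 and TPR, a nuclear pore protein, at -0.13. The 7 neuronal development genes had a median of -0.12 and the 17 actin cytoskeleton genes one of -0.07. In camera, limma's test of a gene list against all other genes, adjusted over 35 lists, the other 3 groups had adjusted p values of 0.39 for chromatin remodeling, 0.093 for neuronal development and 0.28 for actin cytoskeleton. With the mean of probe sets the adjusted p was 0.0103 for chromatin remodeling (median -0.13), 0.0019 for neuronal development (-0.17) and 3.5e-07 for actin cytoskeleton (-0.14), and an adjusted p of 0.86 for each with an estimated correlation, added after the data were seen. With replicate block, neuronal development, still with a median of -0.12, reached an adjusted p of 0.037, and an adjusted p of 0.78 with an estimated correlation. The estimated correlation leaves the test only the residual degrees of freedom, 2 without the block and 1 with it, so hardly any list can pass. With replicate block and adjusted over the list alone, RSF1 (adjusted p of 0.028) and RORA of neuronal development (0.035) passed. The study chose these genes on its own arrays, so they are not independent evidence of a direction. Probe sets of one gene disagreed: those of ATRX, a chromatin remodeler, ran from -0.73 to -0.08. With the probe set of largest change per gene, a choice made after the data were seen, 12 of 13 chromatin remodeling, 6 of 7 neuronal development and 16 of 17 actin cytoskeleton genes were below 0, and the cell cycle genes split into 7 above 0 and 6 below.

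**Figure D2:**
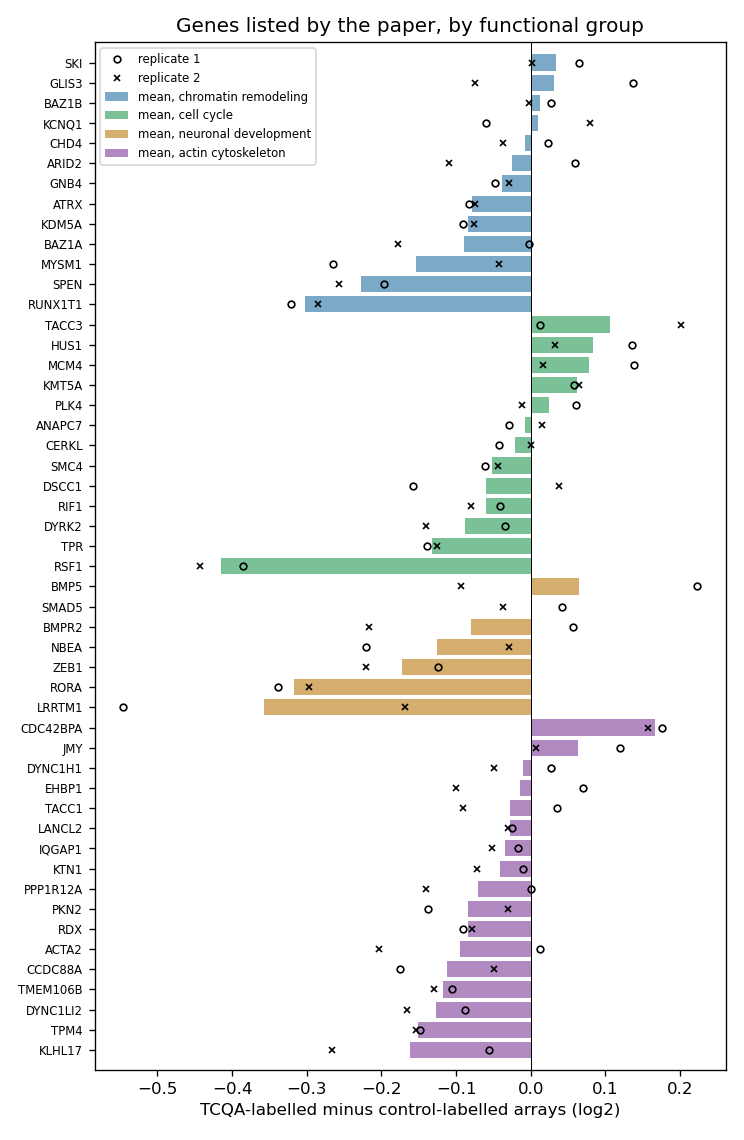
Mean difference (log2, bars) between TCQA-labelled and control-labelled arrays for each gene of the paper's 4 functional groups, with the difference in replicate 1 (circles) and replicate 2 (crosses). Bars left of 0 are lower on the TCQA-labelled arrays; RSF1 is the longest of them at -0.41.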

Having dual functions, some genes were classified into multiple groups. 

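Genes of the BMP pathway lay on both sides of 0, with more of them lower on the TCQA-labelled arrays. Of 34 measured ligands, receptors, SMADs and antagonists, 22 were below 0 and 12 above, with a median of -0.05. None passed limma's test, over all genes or adjusted over the list alone. The largest differences were those of BMP4, which did not overlap between the groups, RGMB, a BMP coreceptor, at -0.28 log2 units (standard error 0.08), GDF7, a ligand of the BMP family, at -0.23 (standard error 0.10), and the activin receptor ACVR2B at -0.19 (standard error 0.70). RGMB was lower in both replicates, by -0.23 and -0.33. GDF7 had group means below the median of all probe sets (3.99). As a list, the pathway genes had an adjusted p of 0.28 from camera. The list's medians were -0.003 in replicate 1 and -0.06 in replicate 2, and ran from -0.089 without control replicate 1 to 0.006 without control replicate 2.

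**Figure D3:**
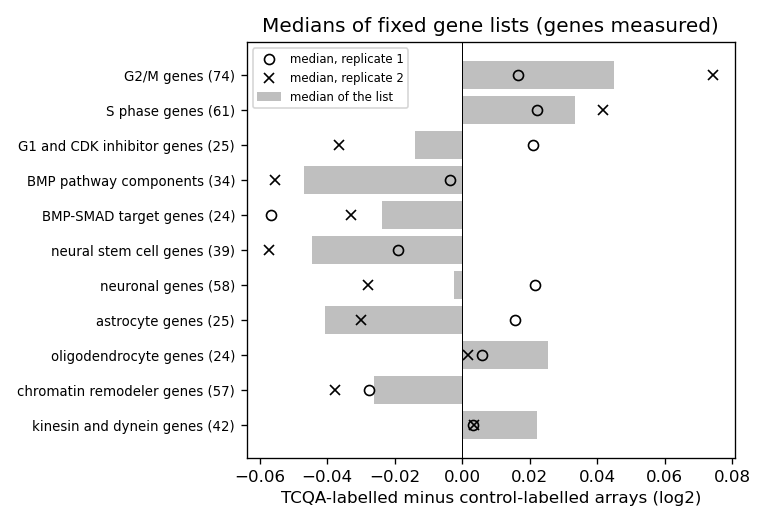
Median difference (log2, bars) between TCQA-labelled and control-labelled arrays for 11 of the fixed gene lists, with the median in replicate 1 (circles) and replicate 2 (crosses) and the number of genes measured in brackets. All medians lie within 0.05 of 0, that of the G2/M genes at 0.045.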

TCQA increased bone morphogenetic protein (BMP) signaling pathway-related genes. TCQA increased expression of the *BMP5* ligand and the BMP receptor, type II (*BMPR2*) (Figure 8A). Furthermore, TCQA increased SMAD family member 5 (*SMAD5*) expression, which is activated by BMP signaling pathway and acts as a transcription factor during neuronal differentiation of hNSCs (Figure 6A) [14]. 

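BMP5 read 4.42 ± 0.46 (SD, n = 2) on the TCQA-labelled arrays and 4.36 ± 0.24 (SD, n = 2) on the control-labelled ones. The difference of 0.06 log2 units (standard error 0.29) changed sign between replicates, 0.22 in replicate 1 and -0.09 in replicate 2, and its adjusted p was 1 in limma. The other BMP5 probe set read -0.42, with -0.39 and -0.46 in the replicates. That is 1.34-fold lower, where the paper lists 1.33-fold higher. BMPR2, the type II receptor that BMP ligands bind, read 8.39 ± 0.32 (SD, n = 2) and 8.47 ± 0.52 (SD, n = 2), a difference of -0.08 (standard error 0.33) that also changed sign, 0.06 and -0.22. The lowest of the 3 BMPR2 probe sets read -0.36, with -0.50 and -0.22 in the replicates. That is 1.28-fold lower, where the paper lists 1.28-fold higher. For the probe sets of highest mean, neither difference was larger than the spread between replicates. This also held against the SD of the 2 replicate differences, 0.22 for BMP5 and 0.19 for BMPR2. The smallest p that an exact permutation of 2 arrays against 2 allows is 0.33. From higher expression of BMP signaling pathway-related genes with TCQA, the paper proposes that TCQA might promote neuronal differentiation through the BMP signaling pathway.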

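SMAD5 read 7.89 ± 0.09 (SD, n = 2) on the TCQA-labelled arrays and 7.89 ± 0.03 (SD, n = 2) on the control-labelled ones, a difference of 0.002 log2 units (standard error 0.09). Its 5 probe sets ran from -0.17 to 0.20. Of 24 genes that BMP-SMAD signaling induces, 16 were below 0 and 8 above, with a median of -0.02, and none passed limma's test, also when adjusted over the list alone. ID2, an inhibitor of differentiation, had -0.26, with -0.29 and -0.23 in the 2 replicates, and ID3 had -0.16, with -0.29 and -0.04. The transcription factor GATA3 had -0.21. As a list these genes had an adjusted p of 0.38 from camera.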

The expression of neuronal differentiation 1 (*NEUROD1*) is regulated by the BMP-SMAD signaling pathway and TCQA also increased *NEUROD1* expression (Figure 8A). TCQA also increased mitogen-activated protein kinase 14 (*MAPK14*) and mitogen-activated protein kinase kinase 6 (*MAP2K6*), which are responsible for coding, and for phosphorylation and activation of p38 respectively (Figure 8B). 

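MAP2K6, a kinase that activates stress-activated MAP kinases, read 5.84 ± 0.26 (SD, n = 2) on the TCQA-labelled arrays and 5.90 ± 0.10 (SD, n = 2) on the control-labelled arrays. The difference of -0.06 log2 units (standard error 0.16) had opposite signs in the replicates, 0.06 and -0.17. A second MAP2K6 probe set read -0.32. Among 23 stress-activated MAP kinases, their activators and their effectors, 16 were below 0 and 7 above, none passing limma's test over all genes or adjusted over the list alone. ATF2, a transcription factor phosphorylated by these kinases, had -0.17, and MAP3K5, an upstream kinase, -0.15. MAP3K5 had group means below the median of all probe sets (3.99). The median of the list was -0.02, with an adjusted p of 0.41 from camera.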

Activated p38 directly phosphorylates p53. Furthermore, activated p53 acts as a transcriptional factor and regulates zinc finger E-box bind 1(*ZEB1*). *ZEB1* is a transcription factor related to neuronal differentiation. 

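ZEB1 was lower on both TCQA-labelled arrays than on either control-labelled array. Counted in either direction, chance gives arrays that do not overlap for 33.3% of genes if replicate numbers play no part, and 17.9% of genes had them here. The replicate difference that both groups share lowers that chance share. ZEB1 read 8.78 ± 0.02 (SD, n = 2) against 8.96 ± 0.05 (SD, n = 2), a difference of -0.17 log2 units (standard error 0.08). The replicates gave -0.12 and -0.22. Its adjusted p in limma was 1. All 7 ZEB1 probe sets were below 0, from -0.48 to -0.14.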

We also found that

**Figure 8:**
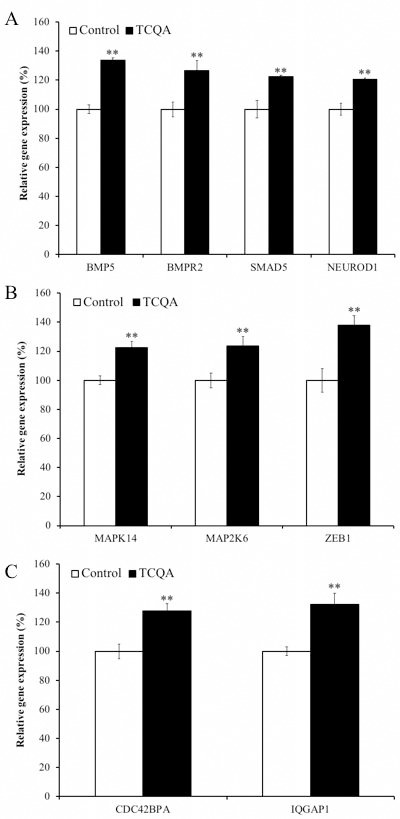
**The effect of 3,4,5-tricaffeoylquinic acid (TCQA) on gene expressions related to bone morphogenetic protein (BMP) signaling pathway.** Human neural stem cells (hNSCs) were treated with differentiation medium with or without 10 μM TCQA for 24 h. Genes expressing BMP ligand *BMP5*, BMP receptor 2 and *SMAD5* downstream BMP signaling pathway as well as the neuronal differentiation transcription factor *NEUROD1* were increased by TCQA (**A**). Genes related to p38–p53 signaling pathway regulating G0/G1 cell cycle arrest of hNSCs activated by the BMP signaling pathway were increased by TCQA (**B**). Genes related to the Cdc42 signaling pathway regulating neurite extension and activated by the BMP signaling pathway were increased by TCQA (**C**). Data was set as % of undifferentiated control. Data were presented as mean ± SD. ** P < 0.01 Compared with undifferentiated control.

**Table 1:** Expression changes of cell cycle-, chromatin remodeling-, neuronal development-related genes regulated by 3,4,5-tricaffeoylquinic acid (TCQA)

Gene title	Gene symbol	Fold change	Function	Category
Ceramide Kinase Like	CERKL	1.51	cell cycle, activation of protein kinase C	Cell cycle
Translocated Promoter Region, Nuclear Basket Protein	TPR	1.45	negative regulation of mitosis, cell cycle checkpoint	
Structural Maintenance Of Chromosomes 4	SMC4	1.42	cell cycle, chromosome organization	
Remodeling And Spacing Factor 1	RSF1	1.35	cell cycle, histone binding,	
Dual Specificity Tyrosine Phosphorylation Regulated Kinase 2	DYRK2	1.32	activation of p53, cell proliferation, apoptosis, organization of the cytoskeleton and neurite outgrowth.	
Replication Timing Regulatory Factor 1	RIF1	1.29	postsynaptic density, actin projection, Required for checkpoint mediated arrest of cell cycle progression in response to DNA damage during S-phase (the intra-S-phase checkpoint)	
Plasminogen-related protein B	PLGLB	1.28	cell cycle arrest	
Transforming Acidic Coiled-Coil Containing Protein 3	TACC3	-1.22	cell cycle, cell proliferation in forebrain, protein transport, protein localization,	
Anaphase Promoting Complex Subunit 7	ANAPC7	-1.24	Cell cycle (M phase), protein modification,	
DNA Replication And Sister Chromatid Cohesion 1	DSCC1	-1.24	cell cycle (M phase), DNA replication	
Polo Like Kinase 4	PLK4	-1.24	cell cycle, regulation of centrosome duplication, protein kinase activity	
Minichromosome Maintenance Complex Component 4	MCM4	-1.26	DNA replication, Cell cycle	
HUS1 Checkpoint Clamp Component	HUS1	-1.30	Cell cycle, DNA repair, G1/S transition,	
SET domain containing (lysine methyltransferase) 8	SETD8	-1.31	Cell cycle (M phase), chromatin modification, negative regulation of gene and protein expression, methyl transferase	
alpha-thalassemia	ATRX	1.71	DNA repair, DNA methylation, zinc ion binding, forebrain development	Chromatin remodeling
Bromodomain Adjacent To Zinc Finger Domain 1A	BAZ1A	1.44	transcription, zinc ion binding, chromatin remodeling	
Lysine-specific demethylase 5A	KDM5A	1.37	chromatin organization, oxidation reduction, zinc ion binding	
Nuclear Receptor Corepressor 1	NCOR1	1.36	chromatin organization, negative regulation of transcription from RNA polymerase II promoter, negative regulation of JNK cascade, promotes histone deacetylation	
Bromodomain Adjacent To Zinc Finger Domain 1B	BAZ1B	1.31	chromatin organization, chromatin remodeling, chromatin regulation / acetylation	
Potassium Voltage-Gated Channel Subfamily Q Member 1	KCNQ1	1.30	chromatin regulation	
SKI proto-oncogene	SKI	1.30	negative regulation of transcription from RNA polymerase II promoter, negative regulation of activin receptor signaling pathway, TGF-beta signaling	
GLIS Family Zinc Finger 3	GLIS3	1.28	chromatin organization, zinc ion binding	
AT-rich interactive domain-containing protein 2	ARID2	1.28	Required for the stability of the SWI/SNF chromatin remodeling complex	
runt-related transcription factor 1; translocated to, 1 (cyclin D-related)	RUNX1T1	1.28	chromatin organization, zinc ion binding, binding to histone deacetylases and transcription factors	
G Protein Subunit Beta 4	GNB4	1.28	negative regulation of transcription from RNA polymerase II promoter	
Chromodomain Helicase DNA Binding Protein 4	CHD4	1.25	chromatin organization, SNF2-related, remodeling of chromatin by deacetylating histones	
Myb Like, SWIRM And MPN Domains 1	MYSM1	1.24	chromatin organization,	
Spen Family Transcriptional Repressor	SPEN	1.23	regulation of transcription from RNA polymerase II promoter, Notch signaling, negative regulation of transcription,	
Zinc Finger E-Box Binding Homeobox 1	ZEB1	1.43	negative regulation of transcription from RNA polymerase II promoter, zinc ion binding, Positively regulates neuronal differentiation.	Neuronal deveropment
Bone Morphogenetic Protein 5	BMP5	1.33	Hedgehog signaling pathway, TGF-beta signaling pathway,	
Bone morphogenetic protein receptor type 2	BMPR2	1.28	BMP signaling	
RAR Related Orphan Receptor A	RORA	1.27	neuron differentiation, cell differentiation in hindbrain,	
SMAD Family Member 5	SMAD5	1.22	BMP signaling	
Neurobeachin	NBEA	1.22	neuronal post-Golgi membrane traffic	
Leucine Rich Repeat Transmembrane Neuronal 1	LRRTM1	1.22	neuron projection, axon, growth cone, exhibits strong synaptogenic activity,	
Neuronal Differentiation 1	NEUROD1	1.20	neuron differentiation, cell cycle arrest	

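CDC42BPA, a kinase that binds active Cdc42 and acts on actin, read 5.56 ± 0.21 (SD, n = 2) on the TCQA-labelled arrays and 5.40 ± 0.23 (SD, n = 2) on the control-labelled ones. Its difference was 0.17 log2 units (standard error 0.18), positive in both replicates at 0.18 and 0.16. The 6 probe sets of CDC42BPA disagreed and ran from -0.44 to 0.17. IQGAP1, a scaffold protein that links Cdc42 to the cytoskeleton, had -0.03 (standard error 0.29), and its 4 probe sets ran from -0.40 to 0.13. Neither gene passed limma's test.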

TCQA increased activation of the cell division cycle 42 (Cdc42) signaling pathway that regulates actin cytoskeleton and neurite extension of hNSCs (Figure 8C).

## DISCUSSION

The present study sought to evaluate the effects of TCQA on spatial learning and memory and adult neurogenesis in SAMP8 mice as a model of AD and aging. It complemented these experiments with investigations into the molecular and cellular neurogenic effects of TCQA. The results obtained from the MWM illustrated that the TCQA-treated SAMP8 group had significantly increased spatial-learning acquisition and retention compared to both water-treated SAMP8 and SAMR1 control groups, and it, in fact, had similar levels to the SAMR1 control group. It is suggestive that TCQA may help to ameliorate, reverse or prevent the cognitive dysfunction that impairs learning and memory in SAMP8 mice. Moreover, the water-treated SAMP8 group remained in the platform quadrant less than SAMR1 and demonstrated a lower number of entries in the platform zone. In contrast, TCQA-treated SAMP8 mice spent more time in the platform quadrant and demonstrated higher number of entries in the platform zone compared to water-treated SAMP8 mice. Thus, three separate quantifications showed that the hippocampal dependant MWM task was worse in SAMP8 mice than in the SAMR1 controls and that TCQA "rescued" the defect.

SAMP8 mice are considered to have several advantages compared with other transgenic mice models in examining the effects of AD on neurogenesis. Several other transgenic mice models only show limited pathological hallmarks of AD. SAMP8 mice exhibit not only typical features of age-related cognitive impairment [15, 16] but also several pathological features of AD, including oxidative stress, Aβ alterations and tau phosphorylation [17–19]. We were especially interested in DG stem cells and neurogenesis since AD frequently commences in the hippocampus. Importantly, the number of activated DG NSC, as well as newborn neurons, were significantly increased in the anterior DG of TCQA-treated compared to water-treated SAMP8 mice. The anterior murine hippocampus has spatial memory functions whereas the posterior hippocampus has limbic functions [20]. Thus, it was interesting that the TCQA had different effects in these two regions; it activated both NSC and increased neurogenesis in the anterior DG but only increased neurogenesis in the posterior DG. Interestingly, TCQA stimulated proliferation in the SVZ but not NSC activation and future work will be needed to elucidate how these niches are differentially regulated by TCQA. TCQA induced hippocampal neurogenesis in both mouse adult NSC in vivo and human embryonic derived NSC cultures. Unfortunately, to the best of our knowledge, there are no reports about the pharmacokinetics of TCQA. However, Dan and colleagues reported that di-CQAs derivatives were absorbed after oral administration and the degradation products, mono-CQAs and caffeic acid (CA), were mostly found in tissues such as lung, kidney, brain, intestine, and small intestine, but not in plasma [21]. Therefore, we considered that after administration, TCQA was also degraded to mono-CQAs and caffeic acid, and mainly mono-CQAs and caffeic acid induced the neurogenesis. On the basis of these findings, we infer that TCQA-treatment improves spatial learning and memory through increased neurogenesis of hippocampal DG in SAMP8 mice.

In the previous study, we showed that 3,5-diCQA was found to improve spatial learning and memory in SAMP8 using MWM test [8]. Moreover, CQA derivatives have been reported to exert neuroprotective effects and promotion of energy metabolism through t overexpression of glycolysis-related [8], TCA cycle-related [10], and intracellular ATP production-related genes [8, 9]. Furthermore, in the previous result of metabolomics analysis, TCQA and 3,5-diCQA exhibited promotion of central metabolic pathways such as glycolysis and the TCA cycle [22]. Interestingly, TCQA showed the highest activity of promotion of ATP production and energy metabolism among other CQAs derivatives [9, 22]. Neurons have the high energetic demands for the maintenance and restoration of ion gradients dissipated by the repeated generation of postsynaptic potentials and action potentials, and the neurotransmitter cycle in the brain [23]. The previous report showed that neural stem and progenitor cells isolated from aged mouse forebrains display an aberrant metabolic phenotype characterized by decreased mitochondrial mass, lower oxygen consumption rates, and increased resistance to mitochondrial inhibitors, suggesting that mitochondrial function during aging contributes to impaired neurogenesis [23]. Therefore, we assume that TCQA, having the highest activity of promotion of energy metabolism, would also have the highest potential of the induction of adult neurogenesis compared with other CQA derivatives.

The central nervous system (CNS) has high energy demands high for nerve transduction, survival, proliferation, and differentiation. In this study, TCQA increased mitochondrial function and increased hNSC viability. NSCs, which are in the proliferative state, rely on glycolysis for their energy production [24]. The differentiation of NSCs gradually relies on oxidative phosphorylation, which is accompanied by the electron transport chain in mitochondria [25]. Therefore, enhanced mitochondrial activity is suggestive of NSC differentiation. As described above, NSCs can differentiate into three lineages: neurons, oligodendrocytes, and astrocytes. In this study, we found that TCQA-treated hNSCs expressed differentiation markers of all three lineages (β3-tubulin, MBP, and GFAP). We performed western blotting to measure differentiation markers and immunocytochemistry to evaluate neurite outgrowth, which is the main characteristic of differentiating cells [26]. Our results showed that TCQA-treated hNSCs eventually increased differentiation markers compared with control cells, especially β3-tubulin expressed primarily in young neurons. Our results also showed that TCQA-treated hNSCs transiently increased GFAP and MBP expression. GFAP is widely used as an astrocyte marker [27] and is also expressed in NPCs. In contrast, MBP is widely accepted as a marker of adult oligodendrocytes [28]. Altogether, our results suggested that TCQA promoted differentiation of hNSCs at least toward the neuronal lineage and suggests the possibility of using TCQA to promote neurogenesis. However, the mechanism resulting in this effect of TCQA is still unclear. Therefore, we also evaluated whether TCQA affects early events in differentiation and gene expression.

Because cell cycle regulation is involved in a large array of intracellular differentiation events, we also studied the effects of TCQA on cell cycle regulation. TCQA-treated cells increased the ratio of cells in the G0/G1 phase in both undifferentiated and differentiated cells. It is widely known that G0/G1 cell cycle arrest is related to differentiation, as G0/G1 cell cycle progression factors negatively regulate basic helix-loop-helix, a protein structural motif that characterizes a family of transcription factors, responsible for neurogenesis [29]. In addition, the phosphorylation of p53, an important regulatory factor of G0/G1 arrest, was increased by TCQA-treatment. Our microarray results showed that several genes related to cell cycle were affected by TCQA-treatment. 

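Of 74 genes of G2 phase and mitosis, 57 were above 0 and 17 below on the TCQA-labelled arrays, with a median of 0.045 log2 units (0.02 and 0.07 in the replicates), and 40 were positive in both replicates against 10 negative in both. Of 61 genes of DNA replication and S phase, 38 were above 0, with a median of 0.034 (0.02 and 0.04 in the replicates). The largest differences were those of CDCA8, a subunit of the chromosomal passenger complex (0.30, with 0.38 and 0.22 in the 2 replicates), the kinetochore protein SPC24 (0.24), INCENP (0.22) and BIRC5 (0.18), both of the same complex as CDCA8, and, in S phase, UNG, a DNA repair glycosylase (-0.30), PRIM2, a subunit of primase (0.16, with -0.05 and 0.38 in the 2 replicates), and TK1, thymidine kinase (0.16). Among 25 G1 cyclins, kinases and inhibitors, 11 were above 0 and 14 below. No gene of the 3 lists passed limma's test, over all genes or adjusted over the list alone. In camera the adjusted p was 0.28 for the G2/M genes, 0.39 for the S phase genes and 0.93 for the G1 genes. With replicate block, at the same medians of 0.045 and 0.034, it was 5.3e-05 for G2/M and 0.033 for S phase. With the block and an estimated correlation, where hardly any list can pass, the adjusted p was 0.78 for both. The medians turned below 0 without TCQA replicate 1 (-0.24 for G2/M and -0.28 for S phase) or control replicate 2 (-0.28 and -0.33), and were 0.40 and 0.35 without TCQA replicate 2 and 0.42 and 0.38 without control replicate 1, since the groups then hold unequal replicate numbers.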

*DYRK2* acts as an activator of p53 and negative regulator of G1/S transition [30]. *RIF1* acts in the checkpoint of G1/S and increases G0/G1 arrest [31]. TCQA-treated cells increased both *DYRK* and *RIF1* up to 1.32 and 1.29 respectively, suggesting the suppression of G1/S transition and the increase of G0/G1 arrest. 

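DYRK2, a kinase active in stress responses, read 6.04 ± 0.13 (SD, n = 2) on the TCQA-labelled arrays and 6.12 ± 0.05 (SD, n = 2) on the control-labelled ones, a difference of -0.09 log2 units (standard error 0.10). RIF1, which controls the timing of replication origins, had -0.06 (standard error 0.17). Both were below 0 in both replicates, DYRK2 at -0.03 and -0.14 and RIF1 at -0.04 and -0.08, and neither passed limma's test (adjusted p of 1). All 4 probe sets of DYRK2 and all 7 of RIF1 were below 0, down to -0.43 and -0.48.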

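KMT5A (SETD8), a methyltransferase of histone H4, read 6.10 ± 0.15 (SD, n = 2) on the TCQA-labelled arrays and 6.04 ± 0.15 (SD, n = 2) on the control-labelled arrays. Its difference was 0.06 log2 units (standard error 0.13), with 0.06 and 0.07 in the 2 replicates. MCM4, a subunit of the replicative helicase, had 0.08 (standard error 0.40), with 0.14 and 0.02. Every probe set of both genes was above 0, the highest at 0.31 for each. Neither gene passed limma's test, each with an adjusted p of 1.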

*SETD8* and *MCM4* begin to be expressed at S phase and reach expression peaks at G2/M phase, thus, the downregulation of *SETD8* and *MCM4* to -1.31 and -1.26 respectively, suggests the ratio of cells in S-G2/M phase was decreased. Similarly, *HUS1* acts during S phase as a DNA damage checkpoint [32] and *PLK4* promotes DNA replication through duplicating centrosomes [13]. *DSCC1* is a component of the alternative replication factor complex (RFC) and loads *PCNA* on DNA [33, 34]. 

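HUS1, a subunit of the DNA damage checkpoint clamp, read 5.75 ± 0.23 (SD, n = 2) on the TCQA-labelled arrays and 5.66 ± 0.30 (SD, n = 2) on the control-labelled ones. The difference was 0.08 log2 units (standard error 0.21), and its 3 probe sets ran from 0.08 to 0.39. PLK4, the kinase that starts centriole duplication, had 0.02 (standard error 0.45), and its other probe set had 0.18. DSCC1, which takes part in loading the replication clamp, had -0.06 (standard error 0.49), and its 3 probe sets ran from -0.14 to 0.26. None of these differences exceeded the spread between replicates of one group, and all had an adjusted p of 1 in limma. That spread is mostly a replicate difference that both groups share. Within replicates 1 and 2, HUS1 had 0.14 and 0.03, PLK4 0.06 and -0.01, and DSCC1 -0.16 and 0.04.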

The decrease in expression of these genes (*HUS1*: -1.30, *PLK4*: -1.24, *DSCC1*: -1.24, respectively) related to DNA replication is in concert with the finding that the proportion of cells in S phase being decreased by TCQA. 

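The difference of ANAPC7 between the array groups was -0.007 log2 units (standard error 0.07), from 7.13 ± 0.003 (SD, n = 2) on the TCQA-labelled arrays and 7.14 ± 0.03 (SD, n = 2) on the control-labelled ones. It was -0.03 in replicate 1 and 0.01 in replicate 2. The highest of its 3 probe sets read 0.15.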

*ANAPC7* (-1.24) is a component of anaphase-promoting complex/cyclosome and controls G1 phase progression [35]. *TACC3* (-1.22) is suppressed by the activated p38-p53-p21 signaling pathway and induces G0/G1 arrest [36]. 

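TACC3, a spindle protein of mitosis, read 6.39 ± 0.50 (SD, n = 2) on the TCQA-labelled arrays and 6.28 ± 0.64 (SD, n = 2) on the control-labelled ones. The difference of 0.11 log2 units (standard error 0.44, adjusted p of 1 in limma) was positive in both replicates, at 0.01 and 0.20. Its 6 probe sets were all above 0, from 0.09 to 0.24.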

In this study, p53 was activated and gene expression of *MAP2K6* (1.23), which phosphorylates p38 protein, and *MAPK14* (1.22), which activates the JNK signaling pathway, was increased by TCQA treatment. 

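CDKN1A, a CDK inhibitor that arrests the cell cycle, read 9.60 ± 0.39 (SD, n = 2) on the TCQA-labelled arrays and 9.58 ± 0.43 (SD, n = 2) on the control-labelled ones. Its difference was 0.01 log2 units (standard error 0.32), with 0.04 and -0.01 in the 2 replicates. Of 28 genes of growth arrest and the response to DNA damage that include CDKN1A, 21 were below 0 and 7 above, with a median of -0.06. None passed limma's test, over all genes or adjusted over the list alone, and the list had an adjusted p of 0.35 in camera. Over all genes that fit called 0 of 200 simulated genes changed by 1.2-fold to 4-fold, so such a failure says little about single genes. Without control replicate 1 the list had a median of -0.11 and an adjusted p of 0.022, and its median turned to 0.05 without control replicate 2 and 0.04 without TCQA replicate 1. BAX, which promotes apoptosis, had -0.35 (-0.12 and -0.58 in the replicates), the DNA polymerase POLK had -0.28, and BBC3, another promoter of apoptosis, -0.19.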

From these results, it is assumed that TCQA increased G0/G1 arrest by negatively regulating G1/S transition via changing expressions of various genes and moving hNSCs toward more lineage-committed cells. It is important to note that modulating cell cycle phase lengths can regulate rates of neurogenesis *in vivo* in the cerebral cortex and the dentate gyrus stem cell niche [37, 38]. Thus, it will be fascinating to dissect with functional studies which of the genes above are necessary for TCQA's effects on neurogenesis. Actually, our microarray result showed that the fold change of gene expression was usually below 1.5-fold. Therefore, our microarray analysis showed that the number of genes left after performing fold change cut off more than 1.5 or 2.0 were small. It was suggested that biologically fewer genes show a drastic change, therefore, using the stringent criteria for differentially expressed genes may lead to overlooking some important biological functions. Thus, to understand the integrative response of cells to TCQA treatment, we chose to evaluate the genes that did not vary widely in expression but had important biological significance [39].

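In the deposited values, 99.0% of 18239 genes differed by less than 1.2-fold between the groups and 99.995% by less than 1.5-fold. The median size of the difference was 0.06 log2 units. At 1.2-fold or more, 51 genes were higher and 126 lower on the TCQA-labelled arrays. Of these, 30 and 52 had arrays that did not overlap between the groups, among them RGMB, OSBPL10 and KDM4A on the lower side. In both replicates, 11 genes were higher and 31 lower by 1.2-fold, where independent replicates would give 5.94 and 11.7. A further 10 were higher in replicate 1 and lower in replicate 2, and 25 the reverse, where independent replicates would give 9.98 and 6.99. With replicate block, which asks for the same sign in both replicates in place of arrays that do not overlap, 172 genes passed at 1.2-fold.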

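At 1.5-fold or more, 1 of 18239 genes differed, TFRC, which was 1.79-fold higher on the TCQA-labelled arrays, at 8.69 ± 0.06 against 7.85 ± 0.06 (SD, n = 2 each). At 2-fold or more there was none. Over all 49293 probe sets, with or without a gene name, 3 were higher and 6 lower by 1.5-fold, and 0 by 2-fold. The 3 higher ones are the 3 probe sets of TFRC. The 6 lower ones include a probe set of ATRX at -0.73 log2 units and 1 of CERKL at -0.59. This CERKL probe set had group means below the median of all probe sets (3.99). The paper lists ATRX and CERKL as increased, at 1.71 and 1.51. Without one of the arrays, whichever it was, 508 to 680 genes differed by 1.5-fold and 116 to 153 by 2-fold, since the groups then hold unequal replicate numbers.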

A series of events occurred in response to the removal of growth factors from NSCs to induce differentiation. Intracellular Ca^2+^ levels were increased immediately after the removal of growth factors. Then after 3 min of removal of the growth factors, the Ca^2+^ levels were decreased in both control cells and TCQA-treated cells (Figure 7A). This result suggested that Ca^2+^ was released from the endoplasmic reticulum (ER), was transported to the mitochondrial matrix through Ca^2+^ transporters located at the ER-mitochondria contact site to the cytosol [40], and consequently was transferred to mitochondria. In addition, TCQA-treated cells increased MMP at 30 min compared to differentiated control cells. Activated mitochondria produce ROS and energy by mitochondrial oxidative phosphorylation. ROS can induce signal transduction related to neurogenesis under normal conditions. However, overproduction of ROS leads to mitochondrial DNA damage and eventually negatively affects neurogenesis [41]. The production of ROS was significantly decreased by the induction of differentiation in TCQA-treated cells compared to differentiated cells. However, no significant difference was observed in production between TCQA-treated and undifferentiated cells.

Importantly, TCQA-treated cells exhibited increased expression of several genes related to neuronal development. 

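Of the 7 measured neuronal development genes in Table 1, 5 were below 0 on the TCQA-labelled arrays. LRRTM1, a synaptic adhesion protein, had -0.36 log2 units (standard error 0.24), with -0.55 and -0.17 in the replicates, and RORA, a nuclear receptor, had -0.32 (standard error 0.19), with -0.34 and -0.30. Among 58 genes of young and mature neurons, 29 were above 0 and 29 below, with a median of -0.003 and an adjusted p of 0.70 in camera. TUBB3, the β3-tubulin of neurons, had -0.04 (standard error 0.10), at 9.80 ± 0.10 against 9.84 ± 0.10 (SD, n = 2 each). DCX, a microtubule protein of migrating neurons, had -0.17, and the neurofilament NEFM -0.20. Of 39 neural stem cell genes, 26 were below 0, with a median of -0.04 (-0.02 and -0.06 in the replicates), which turned to 0.20 without TCQA replicate 2 and 0.15 without control replicate 1 and was -0.33 without TCQA replicate 1 and -0.28 without control replicate 2. MSI2, an RNA-binding protein of stem cells, had -0.32 and PAX6 -0.20. The adjusted p of this list was 0.70, and 0.049 with replicate block at the same median of -0.04 (adjusted p = 0.78 with an estimated correlation, where hardly any list can pass). Of markers of other fates, GFAP of astrocytes had 0.06, MBP of oligodendrocytes -0.03 and OLIG2 of oligodendrocyte progenitors 0.26. Group means of these markers, as of RORA, LRRTM1 and DCX, lay below the median of all probe sets (3.99). Signal over background was not examined, so these may be differences among dim readings. Of 25 astrocyte genes, 9 were above 0 and 16 below, and of 24 oligodendrocyte genes 14 and 10. No gene of these lists passed limma's test, over all genes or adjusted over the list alone, except RORA with replicate block over its list alone (adjusted p of 0.035).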

Neurobeachin is important for the formation and composition of central synapses and is also essential for neuromuscular synaptic transmission [42, 43]. 

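NBEA, which encodes neurobeachin, was measured by 1 probe set. It read 5.33 ± 0.27 (SD, n = 2) on the TCQA-labelled arrays and 5.46 ± 0.41 (SD, n = 2) on the control-labelled ones. The difference of -0.12 log2 units (standard error 0.27, adjusted p of 1 in limma) was below the spread between replicates, with -0.22 in replicate 1 and -0.03 in replicate 2. The SD of these 2 replicate differences was 0.14.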

*ZEB1* acts as a neuronal transcription factor and positively regulates neuronal differentiation [44]. Our results showed that TCQA also increased BMP signaling pathway-related genes. As well as the actin cytoskeleton, the BMP signaling pathway has strong effects on neural fate commitment. BMP signaling initially promotes neurogenesis by pushing progenitors towards the neuronal fate and suppressing the oligodendroglial fate [11]. In addition, *SMAD5* is a transcription factor, which is a pivotal intracellular effector of the BMP signaling pathway. *SMAD5* is activated by BMP-binding the BMP receptor. Furthermore, BMP signaling induces expression of neuron-specific β3-tubulin. Besides, TCQA-treated cells also exhibited increased expression of *NEUROD1*, which acts as a transcriptional factor for neuronal differentiation genes under activated BMP-SMAD signaling. These results suggested that TCQA might promote neuronal differentiation through the BMP signaling pathway.

Axonal transport is another important cellular process of neurons that transports mitochondria, lipids, synaptic vesicles, proteins, and other cell components between the cell body and axons. Axonal transport occurs throughout life in neurons for their survival. Kinesin and dynein are important motor proteins, which move cargoes anterogradely (from the cell body to axon tip) and retrogradely (from axon to cell body), respectively [45]. Kinectin 1 (*KTN1*), a kinesin receptor, and kinesin family member protein 21A (*KIF21A*), one of the motor proteins of kinesin, were increased by TCQA treatment (Supplementary Table 1). Furthermore, the expression of dynein cytoplasmic 1 light intermediate chain 2 (*DYNC1LI2*) and dynein cytoplasmic 1 heavy chain 1 (*DYNC1H1*) were also increased in TCQA-treated cells compared to non-treated cells (Supplementary Table 1). 

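KTN1 read 9.57 ± 0.10 (SD, n = 2) on the TCQA-labelled arrays and 9.61 ± 0.15 (SD, n = 2) on the control-labelled ones, a difference of -0.04 log2 units (standard error 0.12). Its 11 probe sets ran from -0.45 to 0.04. KIF21A had -0.11 (standard error 1.27), with -0.17 and -0.05 in the replicates. Its standard deviations of 1.65 and 1.73 come from a difference between the replicate numbers that both groups share. Of 42 kinesins, dyneins, kinesin receptors and adaptors, 23 were above 0 and 19 below, with a median of 0.02 and an adjusted p of 0.39 in camera. DYNC1I1, an intermediate chain of dynein in neurons, had -0.17, with group means below the median of all probe sets (3.99). DCTN6, a subunit of dynactin, had 0.14. None of the 42 genes passed limma's test, also when adjusted over the list alone.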

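DYNC1LI2 read 9.52 ± 0.14 (SD, n = 2) on the TCQA-labelled arrays and 9.65 ± 0.08 (SD, n = 2) on the control-labelled ones. Its difference was -0.13 log2 units (standard error 0.11), with -0.09 and -0.17 in the 2 replicates. DYNC1H1, the heavy chain of the same motor, had -0.01 (standard error 0.08), with 0.03 and -0.05. The 6 probe sets of DYNC1LI2 ran from -0.32 to 0.02 and the 4 of DYNC1H1 from -0.31 to 0.06. The adjusted p of both was 1 in limma.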

The increased expression of these genes suggests that the elongated neurites might have neuronal functions. Current evidence suggest that deficits in axonal transport contribute to the pathogenesis of several neurodegenerative disorders [46].

## CONCLUSION

The development of new strategies to promote neurogenesis in aging-related diseases is a major therapeutic challenge. Our results suggest that TCQA-treatment improves spatial learning and memory through the increase of neurogenesis of hippocampal DG. Importantly we showed that TCQA also has pro-neurogenic effects in human cells, that may occur via activation of the BMP signaling pathway. We, therefore, postulate that TCQA could be a new agent capable of increasing NPC proliferation in the DG and improve learning and spatial memory. Therefore, it will be important to determine how functionally mature and long-lived the new neurons are and if they are directly responsible for various aspects of memory. It may also be possible to modify TCQA to create an optimal new therapeutic drug for the treatment of aging-associated neurodegenerative diseases.

## MATERIALS AND METHODS

### TCQA preparation

We used TCQA for our study as it promotes the highest neuronal ATP production compared with other CQA derivatives [9]. As the extraction and purification/isolation of a large amount of TCQA from plant materials / natural biological sources is difficult, we used synthesized TCQA. Dr. Kozo Sato from Synthetic Organic Chemistry Laboratories, the FUJIFILM Corporation (Kanagawa, Japan) provided us with the synthesized TCQA with 97% purity. TCQA was dissolved in 70% EtOH (TCA stock), and then, for *in vitro* assays, TCA stock was dissolved in the medium. For *in vivo* assays, TCA stock was dissolved in drinking water.

### Animal subjects, TCQA administration and Bromodeoxyuridine (BrdU) labeling

Four-month-old adult male SAMP8 and SAMR1 (purchased from the Japan SLC company, Japan) mice were used for the experiment. All mice were allowed to acclimate to the laboratory conditions for seven days under controlled conditions of temperature (21–23ºC) and light (light: dark 12:12) with free access to food and water. SAMP8 mice were randomly divided into two groups, SAMP8 control group (n = 6) and TCQA-supplemented group (n = 7). SAMR1 mice (n = 10) were used as normal aging controls. TCQA (5 mg/kg) was mixed with drinking water and then was directly administered by oral gavage with a feeding tube and a syringe every day for 30 days. BrdU (1mg/ml) was diluted in drinking water and was provided to the animals for nine consecutive days starting from the 14^th^ day of TCQA treatment. The schedule of BrdU administration followed by washout and sacrifice was chosen, as it is capable of detecting differences in stem cell activation as well as neurogenesis. All animal procedures were approved by the Animal Study Committee of University of Tsukuba (No.16–042) and were handled according to the guidelines for the Care and Use of Animals approved by the Council of the Physiological Society of Japan.

### Morris Water Maze (MWM)

MWM was carried out using a circular pool (120 cm in diameter and 45 cm in height) with a featureless inner surface. The pool was filled to a depth of 30 cm with water (23 ± 2°C) and was divided into four quadrants. A platform (10 cm in diameter) was placed in the northeast quadrant and was submerged 1 cm below the water surface so that it was invisible at water level. The mice were then given four trial sessions each day for one week on a platform fixed in the same location for the whole duration of the experiment. Each mouse was placed on the platform for 15 s every day for 7 days.

After 7 days of trials, the hidden platform was removed from the pool and the mice were then placed in the opposite location of the platform and were allowed to swim for 60 s. The number of crossings over the previous position of the platform and the time spent in the target quadrant in which the platform was hidden during the acquisition trials were recorded as measures for spatial memory.

### Tissue processing and immunostaining

At the end of MWM, animals were sacrificed and brains were removed. Ten brains of SAMR1 mice, six brains of SAMP8 control mice and seven brains of TCQA supplemented SAMP8 mice were harvested. The brains were fixed in 4% paraformaldehyde (PFA) for 24 h and then cryoprotected in 30% sucrose (w/v) in phosphate buffered saline (PBS) for 48 h, both at 4 ºC. Serial 30 µm coronal brain sections were obtained using a microtome on dry ice. Sections were stored at -20ºC in cryoprotectant solution (ethylene glycol, glycerol, 0.1 M phosphate buffer, pH 7.4, 1:1:1:2 by volume). Sections were washed in 0.1 M PBS 3 × 10 min and then blocked with 50 mM glycine in PBS to reduce autofluorescence of PFA-fixed tissue. For immunohistological detection of BrdU, sections were incubated in HCL (2N) at 37ºC for 1 h before blocking. Sections were washed in PBS, before blocking for 1 h in PBS containing 0.1% Triton X-100 and 10% Donkey Serum (DS, Sigma). Primary antibodies used were anti-BrdU (1:400, sheep, Abcam Ab1893), anti-GFAP (1:500, rat, Invitrogen, AF568), anti-NeuN (1:400, mouse, Millipore MAB377). The secondary antibodies were conjugated to Alexa-488, -568 or -647 (Invitrogen Paisley, Renfrewshire, UK; 1:500).

### Culture of hNSCs

The hNSCs derived from H9 hNSCs were purchased from Gibco, Japan. The hNSCs were cultured in 60 mm Petri dishes (BD Falcon) or in 6-well plates (BD Falcon) with a growth medium Knock Out^TM^:1:1 (v/v) mixture of Dulbecco’s minimum essential medium (Sigma, U.S.A.) and Ham’s F-12 nutrient mixture (Sigma, U.S.A.) supplemented with 2% StemPro neural supplement, 20 ng/mL of fibroblast growth factor (FGF) basic recombinant human, 20 ng/mL epidermal growth factor (EGF) recombinant human and 2 mM GlutaMAX-I supplement. For adhesion, 60-mm Petri dish or 6-well plate coated with CELLStart were used. The hNSCs were cultured at 37ºC in a 95% air / 5% CO_2_ humidified incubator. The medium was changed every two days to keep cells undifferentiated.

### Determination of cell viability

Cell viability was measured using the MTT assay. hNSCs were treated with 5–30 μM of TCQA for 72 h. After TCQA treatment, 5 mg/ml of MTT was added and the cells were incubated for further 12 h. The MTT formazan was dissolved in 100 μl of 10 % SDS (w/v). Absorbance (570 nm) was measured using a microtiter plate reader (Dainippon Sumitomo Pharma Co., Ltd., Japan).

### Differentiation assay and immunocytochemistry

To induce differentiation, hNSCs were seeded into CELLStart coated culture vessels at the density of 2.5 x 10^4^ cells/cm^2^. After 48 h, growth medium was replaced by differentiation medium without growth factors: KnockOut DMEM/F12 supplemented with 2% StemPro neural supplement and 2 mM GlutaMAX-I supplement. The medium was changed every 2 to 3 days. For immunocytochemistry, cells were seeded in the Nunc Lab-Tek Chamber Slide System (Thermo Scientific, Japan) at the same density and were incubated at 37ºC for 48 h. After incubation, cells were treated with differentiation medium with or without TCQA at 37ºC for 24–96 h. After treatment, cells were washed with PBS and were fixed with 4% (w/v) PFA diluted in PBS for 30 minutes at room temperature. The fixed cells were washed with PBS 3 times for 5 minutes. After washing, cells were blocked overnight at 4ºC with saturation solution of 5% Fetal Goat Serum and 0.1% TritonX-100 (Sigma, Japan) in PBS. Blocking buffer was removed after incubation and primary antibodies (Novex Goat anti-Rabbit IgG (H+L), Sigma, Japan) were added in a specific antibody dilution buffer (1% Bovine Serum Albumin and 0.3% TritonX-100 in PBS). After the incubation with the primary antibody overnight at 4ºC, cells were washed with PBS and incubated with the secondary antibody (Alexa Flour 488 conjugate goat anti-rabbit IgG (H+L) (1:1000), Thermo SCIENTIFIC, Japan) for 1–2 h at room temperature avoiding light exposure. After incubation, cells were washed with PBS and nuclei were counterstained with DAPI using drops of ProLong Gold Antifade Mountant (Thermo Scientific, Japan). Fluorescence was detected with Leica DMI 4000B (Leica, Germany).

### Protein extraction

The hNSCs were seeded in 60 mm Petri dish (BD Falcon) at the density of 2.5×10^4^ cells/cm^2^ and were incubated at 37ºC for 48 h. After the incubation, cells were treated with differentiation medium with or without 10 μM TCQA for 24–96 h at 37ºC. After the treatment, cells were washed with cold PBS twice and then 100 μl of RIPA buffer (Sigma, Japan) including 1% protease inhibitor (Sigma, Japan) was added. Cells were incubated for 5 min on ice and cell lysate was collected in Cryo-tubes and was frozen in liquid nitrogen for 15 min. The frozen solution was melted on the ice and centrifuged (4ºC, 10,000g, 15 min) in 1.5 ml Protein LoBind Tube (Eppendorf, Japan). The supernatants were transferred into new tubes and protein concentrations were quantified with 2-D Quant kit (GE Healthcare, Japan). Protein samples were stored at -80ºC until use.

### Western blotting

Protein samples (20 µg) were separated using 10% SDS-PAGE and were transferred to a polyvinylidene difluoride membrane (PVDF, Merck Millipore, USA). Western blot was performed as previously described (Matsukawa et al., 2017). Primary antibodies used were anti-β-III-Tubulin (CST, Japan); anti-myelin basic protein (MBP) (Sigma, Japan); anti-glial fibrillary acidic protein (GFAP) (Sigma, Japan); anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (1:200, Santa Cruz, Japan); rabbit anti-Phospho-p53 (S15, CST, Japan) and rabbit anti-p53 (1:1000, CST, Japan). Secondary antibodies were IRDye 800CW donkey anti-rabbit IgG (1:1000) or IRDye 680LT goat anti-mouse (1:20000) from LI-COR, Inc., Lincoln, NE, USA. The signal was detected using the Odyssey FC Imaging System (LI-COR, Inc, NE, USA).

### Cell cycle assay

Guava Cell Cycle Reagent (Millipore, Japan) was used to evaluate the effects of TCQA on cell cycle regulation in undifferentiated and differentiated cells. The hNSCs were cultured in 60 mm Petri dishes at a density of 2.5 × 10^4^ cells/cm^2^ and were incubated at 37ºC for 48 h. Cells were treated with or without TCQA (10 µM) in growth or differentiation medium at 37ºC for 24 h. After incubation, cells were washed and treated with StemPro accutase to detach from the dish and were centrifuged twice at 200 g for 4 min. One ml of cold 70% ethanol was next added and cells vortexed. Cells were fixed at 4 ºC for 1–12 h. Then the cells were centrifuged twice at 450 g for 5 min. After the last centrifugation, Guava Cell Cycle Reagent (Guava Technologies, Japan) was added to cells and was incubated for 30 min at room temperature in the darkness. After incubation, cell cycle was determined using Guava easyCyte (Millipore, Japan).

### Measurement of intracellular Ca^2+^ levels in hNSCs

After inducing differentiation of hNSCs into neurons by removal of growth factors, intracellular Ca^2+^ level immediately changes to activate certain signaling pathways. Therefore, intracellular Ca^2+^ levels were determined to evaluate the effect of TCQA at a very early phase of differentiation using Calcium KitⅡ-Fluo 4 (Dojindo, Japan).

hNSCs were seeded at 2.5 × 10^4^ cells/cm^2^ in black clear bottom 96-well plates (Greiner). After 48 h of incubation, cells were pre-treated with 100 μl of Loading buffer (5% Pluronic F-127,250 mmol/l Probenecid and 1 μg/μl Fluo 4 AM in Hanks’ HEPES Buffer) for 30 min. After that, the supernatant was removed and cells were washed with PBS and treated with differentiation medium without (control) or with 10 μM of TCQA. The cells were incubated at 37ºC for 1–180 min in the dark. After the treatment, fluorescence intensity (495 nm/535 nm) was detected using a microplate reader and was calculated as a percentage of control.

### Rhodamine 123 uptake measurement

Rhodamine 123 is a fluorescent probe that stains mitochondria directly. In this study, rhodamine 123 was used to evaluate mitochondrial membrane potential (ΔMMP). Once hNSCs were induced to differentiate, intracellular Ca^2+^ was released from the endoplasmic reticulum and subsequently, Ca^2+^ was transported to mitochondria. Because mitochondrial Ca^2+^ levels modulate ATP and ROS production, rhodamine 123 was used for evaluating mitochondrial activity. Rhodamine 123 (Wako, Japan) was dissolved in DMSO at 100 mg/ml. hNSCs were seeded at 2.5 × 10^4^ cells/cm^2^ in 96-well plates (BD Falcon) and incubated at 37ºC for 48 h. After the incubation, hNSCs were treated in a growth medium or a differentiation medium without (control) or with 10 μM of TCQA and were incubated at 37ºC for 30–180 min. After the treatment, hNSCs were washed with PBS and were treated with rhodamine 123 (10 μg/ml), dissolved in 10 mM HEPES-HBSS buffer (pH 7.4), and incubated at 37ºC for 20 min. After the incubation, hNSCs were washed with cold-PBS, lysed with 1% Triton-X solution (200 μl/well) and incubated at room temperature for 30 min avoiding light exposure. After the incubation, the cell lysate was transferred into a black clear bottom 96-well plate and the fluorescence intensity (507 nm/529 nm) was measured. Uptake levels of rhodamine 123 were calculated as a percentage of control.

### Measurement of intracellular ROS level

Removal of growth factors to induce differentiation of hNSCs causes an elevation of the intracellular Ca^2+^ level, which in turn activates ROS. Under normal physiological conditions, ROS activate certain signaling pathways, however, excess ROS can induce oxidative stress that harms cells. Therefore, the effects of TCQA on intracellular ROS level was determined using the OxiSelect Intracellular ROS assay kit (Cosmo Bio, Japan) following the manufacturer’s procedures.

hNSCs (2.5 × 10^4^ cells/cm^2^) were seeded in black clear bottom 96-well plates and were incubated in medium with TCQA for 1 h. The cells were then incubated with 10 μM DCFH-DA at 37°C for 1 h and washed with PBS. The fluorescence intensity of dichlorofluoresein (DCF) was measured using a microtiter plate (Dainippon Sumitomo Pharma Co, Ltd., Japan) reader at excitation wavelength of 485 nm and emission wavelength of 528 nm. Intracellular ROS was monitored using the fluorescent probe DCFH-DA. Intracellular H_2_O_2_ or low-molecular-weight peroxides oxidize DCFH-DA to the highly fluorescent compound DCF.

### RNA isolation from hNSCs

The hNSCs were seeded in 60-mm Petri dishes at the density of 2.5×10^4^ cells/cm^2^ and were incubated at 37ºC for 48 h. After that, cells were treated with differentiation medium with or without 10 μM of TCQA and were incubated at 37ºC for 6–24 h. After the treatment, cells were washed with ice-cold PBS. The total RNA was extracted from the cells using ISOGEN kit (Nippon Gene Co. Ltd., Toyama, Japan) following manufacturer’s instructions, as reported previously (Han et al., 2010). Total RNA was quantified and assessed for quality with a NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA).

### DNA microarray analysis

Double-stranded cDNA was synthesized from 100 ng of total RNA with the GeneAtlas 3’ IVT Express Kit (Affymetrix Inc., Santa Clara, CA, USA). Biotin-labeled amplified RNA (aRNA) was synthesized by in vitro transcription using the GeneChip 3’ IVT Express Kit (Affymetrix Inc., Santa Clara, CA, USA). A total of 9.4 mg of purified aRNA was fragmented using the GeneAtlas 3’ IVT Express Kit and was hybridized for 16 h at 45°C using GeneChip MG-430 PM microarray (Affymetrix Inc., Santa Clara, CA, USA). The chip was washed and stained in the Gene Atlas Fluidics Station 400 (Affymetrix Inc., Santa Clara, CA, USA) and then the resulting image was scanned using the GeneAtlas Imaging Station (Affymetrix Inc., Santa Clara, CA, USA). Data analysis was performed using the Partek Express software (Partek Inc., St. Louis, MO, USA) provided by Affymetrix as part of their GeneAtlas system. Compared with the non-treated cells, fold change in expression in the TCQA-treated group was calculated and converted to log 2 data.

### Statistical analysis

All analyses were performed on blind-coded slides as previously described [47]. Statistical analysis was performed using GraphPad Prism 6 (GraphPad Software, Inc., San Diego, CA). A Student’s t-test was used when two groups were compared. Results are expressed as mean ± standard error of the mean (SEM). Statistical analysis of the results obtained in the MWM was carried out using two-way ANOVA with Ryan-Einot-Gabriel-Welsch multiple range test. One-way ANOVA followed by Ryan-Einot-Gabriel-Welsch multiple range test was also done. A P value of < 0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIALS

Supplementary Table

# Supplementary material for: 3,4,5-Tricaffeoylquinic acid induces adult neurogenesis and improves deficit of learning and memory in aging model senescence-accelerated prone 8 mice
**Source:** Aging (Albany NY). 2019 Jan 17;11(2):401–22. doi: 10.18632/aging.101748
**Supplement:** Supplementary Table

SUPPLEMENTARY MATERIAL

Supplementary Table 1. Expression changes of Actin cytoskeleton-related genes regulated by 3,4,5-triCaffeoylquinic acid (TCQA).

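The table lists a signed fold change per gene, where a positive number is TCQA over control and a negative one its inverse. All 17 genes were measured on the deposited arrays, 15 below 0 and 2 above on the TCQA-labelled arrays. Among them were KLHL17, an actin-binding adaptor, at -0.16 log2 units (standard error 0.19), and ACTA2, smooth muscle actin, at -0.10 (standard error 0.10). EHBP1, which links endocytic vesicles to actin, had -0.02, while its 4 probe sets ran from -0.56 to 0.07. Over all 17 genes, 69 of 87 probe sets were below 0. None passed limma's test over all genes or adjusted over the list alone.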

Gene title	Gene symbol	Fold change	Function	Category
EH Domain Binding Protein 1	EHBP1	1.63	actin binding, alternative splicing	Actin cytoskeleton
Protein Kinase N2	PKN2	1.40	inhibits Akt pro-survival-induced kinase activity, cell cycle progression, actin cytoskeleton assembly, cell migration, cell adhesion	
Radixin	RDX	1.40	regulation of actin polymerization and de- polymeratization, regulation of actin length	
Transmembrane Protein 106B	TMEM106B	1.39	dendrite morphogenesis	
Kinectin 1	KTN1	1.37	microtubule-based process, microtubule-based movement, actin cytoskelton	
IQ Motif Containing GTPase Activating Protein 1	IQGAP1	1.36	actin cytoskeleton, calcium ion binding, binding activated cdc42, promote neurite outgrowth	
Actin, Alpha 2, Smooth Muscle, Aorta	ACTA2	1.35	actin cytoskeleton	
CDC42 Binding Protein Kinase Alpha	CDC42BPA	1.30	cytoskeleton organization, protein kinase activity, zinc ion binding	
Kelch Like Family Member 17	KLHL17	1.29	regulation of actin cytoskeleton organization, activation of protein kinase activity, this protein may play a key role in the regulation of actin-based neuronal function.	
Coiled-Coil Domain Containing 88A	CCDC88A	1.28	plays a role in cytoskeleton remodeling and cell migration, correct neuron positioning, dendritic development and synapse formation	
Junction Mediating And Regulatory Protein, P53 Cofactor	JMY	1.27	stem cell differentiation, acts both as a nuclear p53/TP53-cofactor and a cytoplasmic regulator of actin dynamics, may promote the rapid formation of a branched actin network	
LanC Like 2	LANCL2	1.25	cortical actin cytoskeleton	
transforming acidic coiled-coil-containing protein 1	TACC1	1.25	microtubule cytoskeleton, cell cycle	
Protein Phosphatase 1 Regulatory Subunit 12A	PPP1R12A	1.25	phosphoprotein phosphatase activity, ankyrin, actin cytoskelton	
Dynein Cytoplasmic 1 Light Intermediate Chain 2	DYNC1LI2	1.25	microtubule cytoskeleton, microtubule motor activity	
Dynein Cytoplasmic 1 Heavy Chain 1	DYNC1H1	1.23	microtubule cytoskeleton organization, cell cycle, microtubule motor activity	
Tropomyosin 4	TPM4	1.22	actin cytoskeleton

How the deposited data were processed for this re-analysis (not part of the article)

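Expression was measured on 4 one-colour Affymetrix 3' IVT arrays of hNSCs derived from H9 cells, 2 labelled as treated with 10 µM TCQA for 24 h and 2 as controls kept in differentiation medium without it. The methods give a range of times for RNA, and the array experiment and the sample labels give 24 h. The paper speaks of 3 array experiments, and 2 arrays per group were analysed here. The methods name a mouse genome array, whereas the probe annotation used here names human genes.

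The values deposited by the authors are log2 probe set summaries. According to the submitters' processing notes they were made by RMA in Partek, with versions not given in the sources used here, and so are background-corrected and quantile-normalized. No scanner intensities were used here, so signal over background was not examined, and RMA compresses the fold changes of dim probe sets.

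Of 49386 probe sets, 93 were controls, 45253 had 1 gene symbol, 1327 had several and 2713 had none in the annotation. Of those with 1 symbol, 45172 matched an Entrez identifier in the RefSeq gene table of assembly GRCh38.p14, which changed no symbol, and older names in the paper were matched through its synonyms. For each of 18239 genes, the probe set with the highest mean log2 value over the 4 arrays was used, with no filter on dim probe sets. Genes measured only by probe sets with several symbols, or without one, have no value, and some results are not reported here.

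Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over genes at a threshold of 0.05. Differences are TCQA-labelled minus control-labelled means. A fold change is also written as a signed fold, with a minus sign for the inverse of a fold below 1. With 2 arrays against 2, an exact two-sided permutation p cannot go below 0.33, and chance gives arrays that do not overlap for 33.3% of genes. That share holds if replicate numbers play no part, and the replicate difference that both groups share lowers it. Gene lists, 30 written from textbook knowledge and 5 taken from the paper, all before the data were examined, were tested with camera at a preset correlation of 0.01, adjusted over the 35 lists. The values of the paper's tables had been seen when the lists were written, and the lists of very long and of coiled-coil, AT-rich coding genes were written with those tables in mind. With an estimated correlation no list was called, the lowest adjusted p being 0.84 without a block, 0.78 with it, 0.86 with the mean of probe sets, 0.84 among bright genes and 0.80 with the lowess trend removed (the last 4 added after the data were seen). This setting was not run without an array. It leaves the test only the residual degrees of freedom, 2 without the block and 1 with it, so hardly any list can pass. It thus cannot tell whether correlation between genes made the calls. With the block, the coiled-coil list had an estimated correlation of -0.026, below the preset 0.01, and still an adjusted p of 0.78. In fry, which tests whether the genes of a list move on balance one way, no list passed either. The lowest adjusted p in fry was 0.35 without the block and 0.24 with it. This test too rests on the few residual degrees of freedom, so a failure in it says little about a list.

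Named genes follow a rule set at the same time: every gene that the paper names for its arrays, the 10 genes with the largest difference in each direction among those whose arrays did not overlap, and up to 4 members of each list described, with the largest difference. The simulated data used to test the fits held the real genes and replicate differences, with 200 genes changed at once by 1.2-fold to 4-fold. Spreads were not those of the genes but drawn at random from the distribution that limma fitted with the block. They thus follow limma's own model. Without the block none of the 200 was called, and with it 91 were called, beside 9 unchanged genes called in error. These rates hold for that number of changed genes and may not hold for fewer. The list test was tested on simulated lists.

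The replicate numbers are shared by both groups. Deviations from the group means correlated at 0.92 between the groups across genes, but there are only 2 numbers and no source says that a number marks a shared culture or day, so the groups were compared without the numbers, and the numbers entered as a block only in alternatives. With replicate block, a residual degree of freedom of 1 remains, the list medians stay as they are (0.045 for the G2/M genes), and within-replicate differences are given for part of the genes and lists. No 2 arrays held the same values, with at most 0.50% of probe sets identical between any 2.

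Alternatives tried were the replicate block, leaving out each array, median centring, quantile normalization, cyclic loess, only genes with a mean above the median of all probe sets (3.99, which left 10641 genes), the mean of all probe sets of a gene, all probe sets, eBayes with trend and robust variance, the methods' t-test with equal variances, the lists without the paper's genes or after removal of a trend on mean signal, other list tests, and, chosen after the data were seen, the probe set with the largest change and combinations with the block or with the estimated correlation. A test of gene length that had been planned for the long mRNAs was dropped without being run, because the gene table served only for names here, and a test on control probe sets, chosen after other results were seen, took its place.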

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

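The tests of explanations here were set after TFRC itself was seen, but before the values that they use. Outside the genes that the paper lists, 1 gene differed by 1.5-fold or more between the array groups, which places it above the control-labelled arrays in data that the paper does not discuss. It was TFRC, with a difference of 0.84 log2 units and a value of 8.69 on the TCQA-labelled arrays against 7.85 on the control-labelled ones.

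A single faulty probe set is argued against, since the lowest difference of the other TFRC probe sets in either replicate was 0.68. Iron limitation stabilises TFRC mRNA through iron regulatory proteins, which bind an iron-responsive element. SLC11A2 and CDC14A, other mRNAs with such an element in the 3' untranslated region, had a median of -0.052, where the prediction was both above 0. Each changed sign between replicates, SLC11A2 with 0.02 and -0.05 and CDC14A with 0.01 and -0.18. Whether their probe sets read transcripts with the element was not examined. These 2 genes cannot decide on this explanation. CDC42BPA, which also carries such an element, had been seen earlier and was left out of that test; it had 0.17. A HIF response to iron limitation cannot be told apart from none, since the lower of the replicate medians over 5 measured HIF target genes was -0.031 and the genes went both ways, BNIP3 at 0.13 and EGLN3 at -0.17. EGLN3 had group means below the median of all probe sets (3.99). TCQA itself, or a difference in medium, stays open and was not tested, and which array group received TCQA is in doubt.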

How the results depend on the processing

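The estimated correlation with the mean of probe sets, with bright genes or with the lowess trend removed, the replicate block combined with the estimated correlation, with lists without the paper's genes, with all probe sets or with trend and robust variance, and the probe set with the largest change, were chosen after the data were seen. With 2 arrays per group the replicate numbers, which carry 90.0% of the variance, set most limits. Leaving out an array gives a group a lone array, assumed to vary like the others, and unequal replicate numbers, so the values without an array mostly hold the replicate difference. Signal over background was not examined. The number of genes past an adjusted p of 0.05 was 0 in limma under every setting run, with the lowest adjusted p between 0.12 (replicate block with trend and robust variance) and 1. The methods' t-test gave 501 genes at an unadjusted p under 0.05, where limma gave 57, 964 with replicate block.

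Genes at 1.2-fold or more with arrays not overlapping numbered 82. At any fold, chance gives such an order for 33.3% of genes if replicate numbers play no part. Here 17.9% of genes had it. The 33.3% does not apply to the 82, which also had to reach 1.2-fold. Genes at 1.2-fold or more with that order numbered 28 among bright genes and 39 with the mean of probe sets, where fewer or averaged values enter. They numbered 172 with replicate block (same sign in both replicates in place of the order), and 1650 to 2565 without an array. Genes at 1.5-fold or more numbered 508 to 680, and at 2-fold or more 116 to 153, without an array. The split of the 82 was 30 higher and 52 lower, and no scaling moved the share of higher genes, 36.6%, by over 10 percentage points.

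The share of the paper's genes with the paper's direction, 19.6%, was 35.3% to 52.9% without an array, passing 50% only without TCQA replicate 2, and 3.92% with the mean of probe sets and 5.88% with the probe set of largest change. The correlation between replicate differences was 0.05 and, over crossed pairs, -0.91, where the replicate difference enters both pairs with opposite signs.

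With replicate block, list calls were gained at unchanged medians by the S phase genes (0.034), the G2/M genes (0.045), the neural stem cell genes (-0.044) and, outside the main lists, by neuronal development, oxidative phosphorylation and glycolysis genes, since the spread is then smaller. Without the paper's genes too, the medians were 0.032, 0.046 and -0.044, and 3 more lists were called, each at an adjusted p of 0.0475: the BMP pathway components (-0.050), for which the cause was not tested, and the genes of growth arrest and DNA damage (-0.063) and of the endoplasmic reticulum stress response (0.019), which hold no genes of the paper, so that only the adjustment changed. Of 35 lists 2 were called without the block, 8 with it and 0 with an estimated correlation, with which hardly any list can pass. Adjusted over the list alone, 1 list member was past 0.05 (TFRC among the housekeeping genes), and 3 with replicate block. Without an array the medians ran from -0.33 to 0.38 for the S phase genes, -0.28 to 0.42 for the G2/M genes, -0.33 to 0.20 for the neural stem cell genes, -0.17 to 0.12 for the chromatin remodeler genes, -0.20 to 0.36 for the stress response genes of the endoplasmic reticulum, -0.18 to 0.28 for the hypoxia genes, -0.16 to 0.13 for the immediate early genes and -0.16 to 0.16 for the interferon and inflammatory genes.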

Differences from the paper's values

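The choice of the probe set with the largest change was made after the values were seen. The paper gives signed fold changes of TCQA over control, and its values lie nearer those of the deposited arrays when the sign is turned, so each difference is stated on that scale. A value counts as within the paper's when, on that scale, it has the same sign and lies no further from it in log2 than the standard deviation of the gene's 2 replicate differences, so a gene whose replicates agree must lie nearer. It is given as the paper's value, then the value here, then the value here with its sign turned.

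For actin cytoskeleton, EHBP1 had the paper's value of 1.63, against -1.01 here and 1.01 turned, PKN2 had the paper's value of 1.40, against -1.06 here and 1.06 turned, RDX had the paper's value of 1.40, against -1.06 here and 1.06 turned. TMEM106B had the paper's value of 1.39, against -1.08 here and 1.08 turned, KTN1 had the paper's value of 1.37, against -1.03 here and 1.03 turned, IQGAP1 had the paper's value of 1.36, against -1.02 here and 1.02 turned. ACTA2 had the paper's value of 1.35, against -1.07 here and 1.07 turned, CDC42BPA had the paper's value of 1.30, against 1.12 here and -1.12 turned, KLHL17 had the paper's value of 1.29, against -1.12 here and 1.12 turned. CCDC88A had the paper's value of 1.28, against -1.08 here and 1.08 turned, JMY had the paper's value of 1.27, against 1.04 here and -1.04 turned, LANCL2 had the paper's value of 1.25, against -1.02 here and 1.02 turned. TACC1 had the paper's value of 1.25, against -1.02 here and 1.02 turned, PPP1R12A had the paper's value of 1.25, against -1.05 here and 1.05 turned, DYNC1LI2 had the paper's value of 1.25, against -1.09 here and 1.09 turned. DYNC1H1 had the paper's value of 1.23, against -1.01 here and 1.01 turned, TPM4 had the paper's value of 1.22, against -1.11 here and 1.11 turned.

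For cell cycle, CERKL had the paper's value of 1.51, against -1.01 here and 1.01 turned, TPR had the paper's value of 1.45, against -1.10 here and 1.10 turned, SMC4 had the paper's value of 1.42, against -1.04 here and 1.04 turned. DYRK2 had the paper's value of 1.32, against -1.06 here and 1.06 turned, RIF1 had the paper's value of 1.29, against -1.04 here and 1.04 turned, TACC3 had the paper's value of -1.22, against 1.08 here and -1.08 turned. ANAPC7 had the paper's value of -1.24, against -1.01 here and 1.01 turned, DSCC1 had the paper's value of -1.24, against -1.04 here and 1.04 turned, PLK4 had the paper's value of -1.24, against 1.02 here and -1.02 turned. MCM4 had the paper's value of -1.26, against 1.06 here and -1.06 turned, HUS1 had the paper's value of -1.30, against 1.06 here and -1.06 turned, SETD8 had the paper's value of -1.31, against 1.04 here and -1.04 turned.

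For chromatin remodeling, ATRX had the paper's value of 1.71, against -1.06 here and 1.06 turned, BAZ1A had the paper's value of 1.44, against -1.06 here and 1.06 turned, KDM5A had the paper's value of 1.37, against -1.06 here and 1.06 turned. BAZ1B had the paper's value of 1.31, against 1.01 here and -1.01 turned, KCNQ1 had the paper's value of 1.30, against 1.01 here and -1.01 turned, SKI had the paper's value of 1.30, against 1.02 here and -1.02 turned. GLIS3 had the paper's value of 1.28, against 1.02 here and -1.02 turned, ARID2 had the paper's value of 1.28, against -1.02 here and 1.02 turned, RUNX1T1 had the paper's value of 1.28, against -1.23 here and 1.23 turned. GNB4 had the paper's value of 1.28, against -1.03 here and 1.03 turned, CHD4 had the paper's value of 1.25, against -1.01 here and 1.01 turned, MYSM1 had the paper's value of 1.24, against -1.11 here and 1.11 turned. SPEN had the paper's value of 1.23, against -1.17 here and 1.17 turned.

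For genes valued in the discussion, MAP2K6 had the paper's value of 1.23, against -1.04 here and 1.04 turned.

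For neuronal development, ZEB1 had the paper's value of 1.43, against -1.13 here and 1.13 turned, BMP5 had the paper's value of 1.33, against 1.05 here and -1.05 turned, BMPR2 had the paper's value of 1.28, against -1.06 here and 1.06 turned. SMAD5 had the paper's value of 1.22, against 1.002 here and -1.002 turned, NBEA had the paper's value of 1.22, against -1.09 here and 1.09 turned.

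Under the settings fixed before the data were examined, these values came within the paper's on the turned scale for ARID2, MYSM1, BMP5, NBEA, KLHL17, CCDC88A and MAP2K6 without TCQA replicate 1, for DSCC1 and BMPR2 without TCQA replicate 2, for DSCC1, MCM4 and BMPR2 without control replicate 1, for MYSM1, NBEA, KLHL17 and CCDC88A without control replicate 2, for MYSM1 with cyclic loess and for TACC3 with the mean of probe sets. All other values differed under each of these settings and under the replicate block, median centring, quantile normalization and the filter on bright genes, which left out KCNQ1. RSF1, RORA and LRRTM1 lay within the paper's values once the sign was turned, but none of them with the mean of probe sets or without TCQA replicate 2, RSF1 and RORA not without any one array, and RORA not with median centring. The filter on bright genes left out RORA and LRRTM1 too. With the probe set of largest change per gene, chosen after seeing the values, 34 of 51 genes fell within the paper's values on the turned scale and 17 did not, and 3 of 51 had the paper's direction as labelled.

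The paper lists most of its genes as increased by TCQA. Of 44 measured genes listed as increased, 36 were below 0 on the TCQA-labelled arrays, and of 7 listed as decreased 5 were above 0. The 10 genes with the paper's direction include BMP5, SMAD5 and CDC42BPA among those listed as increased, and ANAPC7 and DSCC1 among those listed as decreased. The paper reports its array experiment as repeated 3 times, and 2 arrays per group were analysed here.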

Other observations

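The tests of exchanged labels, of another probe set, of RNA integrity and of priming at A-rich stretches were chosen after the patterns they bear on were seen. Of 34 genes of glycolysis and the TCA cycle, 28 were above 0 on the TCQA-labelled arrays, with a median of 0.05 (0.04 in each replicate) and an adjusted p of 0.093 from camera, and PFKP, a phosphofructokinase, had 0.19 and PGK1, phosphoglycerate kinase, 0.13. Of 70 genes of oxidative phosphorylation, 52 were above 0, with a median of 0.02 and an adjusted p of 0.093, but the median was -0.01 in replicate 1 and 0.06 in replicate 2, and only 18 genes were above 0 in both, and NDUFA10, a subunit of complex I, had 0.13. With replicate block the adjusted p was 0.0022 for glycolysis and the TCA cycle, at a median of 0.05, and 0.039 for oxidative phosphorylation, at a median of 0.02, and with an estimated correlation the adjusted p was 0.78 and 0.89. Without the block, both lists had an adjusted p of 0.037 among bright genes, glycolysis and the TCA cycle had 0.015 with the mean of probe sets, and oxidative phosphorylation had 0.032 with the lowess trend removed. With an estimated correlation, where hardly any list can pass, the adjusted p under these settings was 0.80 to 0.86. Without one array, where the groups hold unequal replicate numbers, glycolysis and the TCA cycle had medians of 0.089 (adjusted p of 0.0099, without TCQA replicate 1), 0.061 (0.012, without control replicate 2), 0.003 and -0.006, and oxidative phosphorylation 0.049 (0.0023, without control replicate 1), 0.022 (0.044, without TCQA replicate 1), 0.022 and -0.019. Of 33 genes of the integrated and endoplasmic reticulum stress responses, 22 were above 0, DDIT3 at 0.24 and XBP1 at 0.17 among them (adjusted p of 0.46). DDIT3 had group means below the median of all probe sets (3.99). No member of these lists passed limma's test, over all genes or adjusted over the list alone.

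Antioxidant and NRF2 genes were split evenly, 20 above and 20 below 0 (adjusted p of 0.89), with HMOX1 the lowest. Of 57 chromatin remodeler genes 35 were below 0 (0.54), ARID1B at -0.27. The remaining lists gave adjusted p values of 0.36 for heat shock (median 0.05), 0.39 for sterol synthesis (0.02), 0.39 for ribosomal proteins (0.01), 0.46 for the aryl hydrocarbon receptor (-0.09), 0.93 for hypoxia (0.01), 0.93 for interferon and inflammation (-0.01), 0.70 for immediate early genes (-0.001), 0.89 for pluripotency (-0.02), 0.85 for mesenchyme and neural crest (-0.004), 0.38 for housekeeping (0.01) and 0.70 for the paper's Figure 8 genes (-0.03, with 0.06 and -0.09 in the replicates), which had 0.024 with the mean of probe sets (-0.18), and 0.86 there with an estimated correlation. Astrocyte genes had 0.89 and oligodendrocyte genes 0.46. Without one array, sterol synthesis had medians from -0.12 to 0.15, called without TCQA replicate 2 (adjusted p of 0.0029) and without control replicate 1 (0.00063), and ribosomal proteins from -0.025 to 0.055, called without TCQA replicate 1 (0.0017).

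The paper's fold changes match the deposited values with the sign turned. Of 51 genes, 34 had a probe set within 0.05 log2 units of the paper's value once its sign was turned, where 1000 draws of random genes with as many probe sets gave at most 6. With the sign as labelled, 1 gene had such a probe set, where draws gave at most 5, which argues against another probe set of each gene having the paper's direction. A candidate explanation is that the array labels, or the direction of the paper's ratio, were exchanged. The arrays cannot say which, and the other measures of the paper, higher β3-tubulin and a higher share of cells in G0/G1 with TCQA, do not settle it.

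Most of the long, AT-rich mRNAs listed lay below 0 on the TCQA-labelled arrays. Of 40 coiled-coil, AT-rich genes, 37 were below 0, with a median of -0.10 (adjusted p of 0.0017 from camera, and adjusted p = 0.84 with an estimated correlation), and of 51 very long genes 43, with a median of -0.06 (adjusted p of 0.033, likewise 0.84). Hardly any list can pass with an estimated correlation, so the 0.84 says little about these 2 lists. Neither was called without TCQA replicate 2 (medians of 0.026 and 0.018, adjusted p of 0.45 and 0.72) or without control replicate 1 (0.004 and -0.022, adjusted p of 0.70 and 0.44), where the groups hold unequal replicate numbers. Both lists were written with the paper's tables in mind and 7 of the 40 and 4 of the 51 are the paper's own genes, so they are not independent of its choice. Without the paper's genes the adjusted p was 0.0027 and 0.034. Lower RNA integrity is argued against, since the median of 6 differences in 5' minus 3' signal of control probe sets was 0.030, where it needs them below 0. Less priming at internal A-rich stretches may contribute: control probe sets for Alu repeats and ribosomal RNA had a median of -0.13 over 14 differences, 13 of them below 0. These differences are mostly of ribosomal RNA and come from the same 2 pairs of arrays, so they are not independent. The Alu differences were -0.05 and -0.09. The test does not separate priming from other causes of a lower ribosomal RNA signal. Whether TCQA itself lowers these mRNAs stays open and was not tested.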
